# The *Aspergillus nidulans* ATM Kinase Regulates Mitochondrial Function, Glucose Uptake and the Carbon Starvation Response

**DOI:** 10.1534/g3.113.008607

**Published:** 2013-11-05

**Authors:** Nadia Graciele Krohn, Neil Andrew Brown, Ana Cristina Colabardini, Thaila Reis, Marcela Savoldi, Taísa Magnani Dinamarco, Maria Helena S. Goldman, Gustavo Henrique Goldman

**Keywords:** ATM kinase, glucose starvation, cell death, autophagy

## Abstract

Mitochondria supply cellular energy and also perform a role in the adaptation to metabolic stress. In mammals, the ataxia-telangiectasia mutated (ATM) kinase acts as a redox sensor controlling mitochondrial function. Subsequently, transcriptomic and genetic studies were utilized to elucidate the role played by a fungal ATM homolog during carbon starvation. In *Aspergillus nidulans*, AtmA was shown to control mitochondrial function and glucose uptake. Carbon starvation responses that are regulated by target of rapamycin (TOR) were shown to be AtmA-dependent, including autophagy and hydrolytic enzyme secretion. AtmA also regulated a p53-like transcription factor, XprG, inhibiting starvation-induced XprG-dependent protease secretion and cell death. Thus, AtmA possibly represents a direct or indirect link between mitochondrial stress, metabolism, and growth through the influence of TOR and XprG function. The coordination of cell growth and division with nutrient availability is crucial for all microorganisms to successfully proliferate in a heterogeneous environment. Mitochondria supply cellular energy but also perform a role in the adaptation to metabolic stress and the cross-talk between prosurvival and prodeath pathways. The present study of *Aspergillus nidulans* demonstrated that AtmA also controlled mitochondrial mass, function, and oxidative phosphorylation, which directly or indirectly influenced glucose uptake. Carbon starvation responses, including autophagy, shifting metabolism to the glyoxylate cycle, and the secretion of carbon scavenging enzymes were AtmA-dependent. Transcriptomic profiling of the carbon starvation response demonstrated how TOR signaling and the retrograde response, which signals mitochondrial dysfunction, were directly or indirectly influenced by AtmA. The AtmA kinase was also shown to influence a p53-like transcription factor, inhibiting starvation-induced XprG-dependent protease secretion and cell death. Therefore, in response to metabolic stress, AtmA appears to perform a role in the regulation of TOR signaling, involving the retrograde and SnfA pathways. Thus, AtmA may represent a link between mitochondrial function and cell cycle or growth, possibly through the influence of the TOR and XprG function.

The coordination of cell growth and division with nutrient availability is crucial for all microorganisms to successfully proliferate in a heterogeneous environment. The extracellular detection of nutrient availability and the intracellular sensing of energetic status induce a complex network of interlinked signal transduction pathways that subsequently regulate the appropriate cellular responses, coordinating metabolism and growth. The current understanding of how cell growth is controlled in response to nutrient availability is largely based on the study of mammalian systems in which several central protein kinases, including the AMPK (AMP-activated kinase) and TOR, were identified (Oldham and Hafen 2003; Fingar and Blenis 2004). *Saccharomyces cerevisiae* is a powerful model system for the study of nutrient sensing (Dechant and Peter 2008) and has provided a detailed understanding of nutrient availability signaling pathways. The mammalian kinases and signaling pathways implicated in the involvement in the control of cell growth are well-conserved in *S. cerevisiae* (Wilson and Roach 2002; de Virgilio and Loewith 2006; Busti *et al.* 2010; Rubio-Texeira *et al.* 2010; Santos *et al.* 2012).

The cAMP-dependent protein kinase A (PKA) and TOR pathways are essential for the promotion of *S. cerevisiae* cell growth and proliferation under nutrient-rich conditions. The cAMP–PKA pathway influences cell growth and sporulation via the activation of the Kss1/Fus3 mitogen-activated protein kinase (MAPK) cascades (Dechant and Peter 2008). The TOR kinases are activated by glucose and nitrogen sources (Barbet *et al.* 1996; Rolland *et al.* 2000) and during nutrient deprivation become inactive, resulting in a downregulation of cell growth and protein synthesis, while activating autophagy (Dechant and Peter 2008). Inactivation of either the cAMP–PKA pathway or the TOR pathway results in G1 arrest (Matsumoto *et al.* 1982; Barbet *et al.* 1986) and the activation of starvation responses (Gray *et al.* 2004), suggesting that PKA and TOR regulate cell growth by promoting G1 progression (Dechant and Peter 2008).

ATM is a serine/threonine protein kinase and a member of the phosphoinositide 3-kinase–related protein kinase family (Derheimer and Kastan 2010). Ataxia-telangiectasia is a rare autosomal-recessive disorder that causes progressive cerebellar ataxia, neurodegeneration, radio sensitivity, cell-cycle checkpoint defects, genome instability, and a predisposition for cancer (Boder and Sedgwick 1958; Kastan and Lim 2000; Lavin and Shiloh 1997). ATM plays a central role in coordinating the molecular events involved in DNA double-strand break signaling and repair (Langerak and Russell 2011; Stracker *et al.* 2013). Extensive evidence demonstrates how ATM is involved in the regulation of mitochondrial function, glucose homeostasis, serum starvation, and autophagy (Eaton *et al.* 2007; Halaby *et al.*, 2008; Alexander *et al.* 2010; Ching *et al.* 2010; Ditch and Paull 2012; Vazquez-Martin *et al.* 2011; Patel *et al.* 2011; Yang *et al.* 2011; Valentin-Vega and Kastan 2012; Valentin-Vega *et al.* 2012). In *A. nidulans*, the ATM homolog, AtmA, has an additional function in the regulation of polarized hyphal growth and the Δ*atmA* mutant has been shown to possess an accelerated rate of proliferation and increased nuclear kinetics (Malavazi *et al.* 2006, 2007). Interestingly, AtmA was recently also shown to be involved in the regulation of hydrolytic enzyme secretion (Brown *et al.* 2013). An interconnected network of activation between ATM, AMPK and TOR, in response to nutritional cues has been elucidated in mammals (Ditch and Paull 2012). Therefore, AtmA may also play a central role in the sensing of cellular energetic status.

Autophagy and apoptosis represent two distinct forms of programmed cell death (PCD) (Kourtis and Tavernarakis 2009). Autophagy forms part of a starvation response that is controlled by the highly conserved autophagy-related genes (ATGs). However, the function of autophagy is not restricted to nutrient recycling and is also involved in the removal of damaged proteins and/or organelles (Bursch *et al.* 2008). In mammals and *S. cerevisiae*, autophagic death can occur upon severe glucose deprivation and is regulated by the *atg1* kinase and TOR (Wullschleger *et al.* 2006; Levine and Kroemer 2008; Mizushima *et al.* 2008; Kourtis and Tavernarakis 2009). In *S. cerevisiae* and filamentous fungi, apoptotic-like cell death occurs during aging, reproduction, and after exposure to antifungal compounds (de Castro *et al.* 2011; Ramsdale 2008; Sharon *et al.* 2009). In *Aspergilli*, cell death is induced by carbon starvation (Nitsche *et al.* 2012; Szilágyi *et al.* 2013). Initially, autophagy is observed as an early starvation response (Nitsche *et al.* 2012; Szilágyi *et al.* 2013). Later, as a consequence of an apoptotic-like process and the degradation of cell wall biopolymers, hyphal fragmentation and autolysis occur (Emri *et al.* 2004, 2008).

The *A. nidulans* XprG transcription factor belongs to the p53 superfamily involved in gene regulation during starvation and subsequently influences cell death (Katz *et al.* 2006; Katz *et al.* 2009). The *xprG* gene was first identified in a genetic screen for mutants with elevated proteases secretion (Katz *et al.* 1996). The XprG homolog in *Neurospora crassa*, Vib-1, has also been shown to be involved in cell death during heterokaryon incompatibility (Dementhon *et al.* 2006). In mammalian cells, different residues of p53 protein are phosphorylated by ATM on exposure to distinct stimuli (Bensimon *et al.* 2011; Ditch and Paull 2012). In response to DNA damage activation and during the regulation of glucose homeostasis, ATM phosphorylates p53, resulting in its activation and an increase in protein stability (Shiloh 2006; Armata *et al.* 2010). In addition, ATM phosphorylates many other downstream protein kinases, with more than 700 proteins being shown to possess ATM phosphorylation motifs (Matsuoka *et al.* 2007). The reason for multiple ATM phosphorylation targets within each ATM-dependent pathway demonstrates how ATM functions to fine-tune various pathways influencing the same process.

The present study aimed to generate a better understanding of the involvement of AtmA in the regulation of mitochondrial function, glucose uptake, and autophagy during carbon starvation in *A. nidulans*. The loss of AtmA led to a reduction in glucose uptake, decreased respiratory capacity, and the elevated production of reactive oxygen species (ROS) representative of mitochondrial dysfunction. The role performed by AtmA during carbon starvation was investigated by transcriptional profiling. AtmA was shown to be involved in the control of extracellular hydrolase production and glucose uptake during carbon starvation. In addition, AtmA was shown to be involved in the regulation of XprG-dependent processes, including carbon starvation–induced protease secretion and cell death.

## Materials and Methods

### Strains and growth conditions

All *A. nidulans* strains used in this study are listed in Table 1. Complete media YG (2% w/v glucose, 0.5% w/v yeast extract, trace elements) and minimal medium MM (1% w/v glucose, nitrate salts, trace elements, pH 6.5) were used. The compositions of the trace elements, vitamins, and nitrate salts were described by Kafer (1977). According to strain auxotrophy, the media was supplemented with 1.2 g/liter of uracil and uridine (for *pyrG* auxotrophs), 1 g/liter of aminobenzoate (for *pabaA* auxotrophs), or 0.5 g/liter of pyridoxine HCl (for *pyroA* auxotrophs). Solid derivatives of YG and MM were prepared via the addition of agar (2% w/v). Before starvation, 1×10^7^ conidia were incubated in 50 ml liquid MM at 37° in a rotatory shaker (180 rpm) for 24 hr. Subsequently, mycelia were washed with distilled water and then incubated in glucose-free MM at 37° for 12, 24, 48, 96, or 192 hr.

**Table 1:** *Aspergillus nidulans* strains used in this study

Strain	Genotype*^a^*	Reference
MK85	*biA1*; *cho1*; *xprG1*; *niiA4*	Katz *et al.* (1996)
MK414	*pabaA1*; *yA2*; *argB2*; *xprGΔ1(xprG*:: *argB)*	Katz *et al.* (2006)
GFPatg8	*pyrG89*; *argB2*; *argB*::*ΔnkuA*; *pyroA4 atgH*::*GFP pyrG*	Mark Marten’s laboratory
*alcA*::*xprG*	*cho1*; *pyroA4 pyrG89*; *argB2*; *argB*::*ΔnkuA*; *aclA xprG*::*pyrG89*	This study
ACS16 *alcA*::*xprG*	*wA3*; *ΔatmA*; *alcA xprG*	This study
R21	*yA1 pabaA1*	Fantes and Roberts (1973)
ACS16	*pyrG89*; *pyroA1*; *wA3*; *ΔatmA*::*pyrG(FOA)*	Malavazi *et al.* (2006)
MK85ACS16	*wA3*; *xprG1*; *ΔatmA*	This study
MK414ACS16	*wA3*; *pyrG89*; *xprGΔ1*, *ΔatmA*	This study
ACS16 GFPatg8	*wa3*; *ΔatmA*; *atgH*::*GFP*	This study
*Δatg1*	*pyrG89*; *wA3*; *argB2*; *ΔnkuA^ku70^*::*argB pyroA4*; *sE15 nirA14 chaA1fwA1*; *Δatg1*::*pyrG89*	FGSC*^b^*
*Δatg1* atg8::GFP	*cho1*; *Δatg1*; *atgH*::*GFP*	This study

a For the meanings of gene symbols, see Clutterbuck (1993).

b Fungal Genetics Stock Center (http://www.fgsc.net).

### Oxygen uptake measurements

Wild-type and *ΔatmA* germlings were obtained by incubating a total of 1×10^8^ conidia in 50 ml MM for 16 hr at 37° (250 rpm). The germlings were harvested by centrifugation and washed twice with cold distilled water. Precipitated germlings were incubated for 5 hr (90 rpm) in a standard *A. nidulans* protoplasting solution (Novozyme 234 from Novo Nordisk was used as a lytic enzyme) (Osmani *et al.* 1987) at 30° to partially lysis the cell wall to facilitate respiratory substrate and inhibitors entry. After incubation, germlings were washed three times with 0.7 mM sorbitol, 10 mM HEPES–KOH, pH 7.2, and were subsequently kept on ice. Oxygen uptake was measured with a Clark-type electrode fitted to a Gilson oxygraph (Gilson Medical Electronics, Middleton, WI) in 1.8 ml of medium containing 0.7 mM sorbitol, 10 mM HEPES–KOH, pH 7.2, 5 mM MgCl_2_, and 0.5 mM EGTA at 30° (Dinamarco *et al.* 2010). The initial solubility of oxygen in the reaction buffer was considered to be 445 ng atoms of oxygen per ml. Further additions are represented in Table 2.

**Table 2:** Oxygen consumption in the wild-type and *ΔatmA* mutant strain

Treatments*^a^*	Wild-type	*ΔatmA*
Respiration medium	43.90 ± 3.2	21.40 ± 4.06
Antimycin A*^b^*	30.10 ± 1.2	14.03 ± 3.45
SHAM*^c^*	3.25 ± 0.3	2.10 ± 1.52
TMPD/Ascorbate*^d^*	28.66 ± 0.9	11.85 ± 1.50
KCN*^e^*	2.20 ± 0.65	3.80 ± 0.80

a Mean ± SD of three independent experiments. The values represent the rate of oxygen uptake and were expressed as ng atoms O/min/3 ×10^7^ cells.ml^−1^.

b 0.5 µg Antimycin A.

c 2.5 mM SHAM (salicylhydroxamic acid).

d 150 µM TMPD (N.N.N.N-tetramethyl-p-phenylenediamine) and 0.5 mM ascorbate (ASC).

e 1.0 mM KCN.

### Mitochondrial mass measurements

Conidia from wild-type and *ΔatmA* strains (1×10^8^ ml^−1^) were incubated in 50 ml liquid MM at 37° on a reciprocal shaker for 6 hr. Subsequently, conidia were washed with phosphate-buffered saline (PBS; 140 mM NaCl, 2 mM KCl, 10 mM NaHPO_4_, 1.8 mM KH_2_PO_4_, pH 7.4) and incubated with 8 nM MitoTracker Green FM (Invitrogen) or 5 nM Nonyl Acridine Orange (NAO; Invitrogen) diluted in PBS plus 5% fetal bovine serum (FBS) for 10 min at 37°. Stained conidia were washed with PBS, resuspended in PBS plus 5% FBS, and then analyzed by flow cytometry. Propidium iodide (0.5 µM) staining of the nucleus was utilized to exclude dead cells. Flow cytometry was analyzed by guava Easycity 8 HH (Millipore) using 10,000 acquisitions for each analysis.

For cytochrome *c* measurements, 2×10^8^ conidia/ml of wild-type and *ΔatmA* strains were inoculated in MM for 16 hr at 37°. After this period, the cultures were filtered and washed with 100 ml H_2_O, immediately frozen in liquid nitrogen and macerated. For every 0.1 g of dry weight, 1.3 ml HB buffer (150 mM NaCl, 30 mM KCl, 10 mM Na_2_HPO_4_, pH 7.0) was added. The suspension was centrifuged at 21,000 rpm at 4° for 30 min. The supernatant was removed and centrifuged again for 10 min under the same conditions. After determining protein concentration, samples were prepared for SDS-PAGE by the addition of 1× sample buffer (62.5 mM Tris-HCl pH 6.8, 2% SDS, 10% glycerol, 5% β-mercaptoethanol, and 5% bromophenol blue) and heating at 100° for 3 min. Thirty micrograms of total protein from each sample were loaded into each lane of a 15% SDS-PAGE gel. After separation of the proteins, the gel was blotted onto a pure nitrocellulose membrane (0.2 μm; Bio-Rad) and after being blocked in 5% dried milk in TBS-T buffer (10 mM Tris-HCl, 150 mM NaCl, pH 8.0, and 0.05% Tween 20), the membrane was probed with the rabbit anti-cyc1 antibody (CNAT against native cytochrome *c* from yeast; Sigma) at a 1:200 dilution in TBS-T buffer for 1 hr at room temperature. The membrane was washed four times with TBS-T buffer for 5 min and then incubated with a 1:5000 dilution of goat anti-rabbit IgG peroxidase-labeled (KPL) antibody for 1 hr. After being washed, the blot was developed by use of the SuperSignal Ultra chemiluminescence detection system (Pierce) and recorded by the use of Hyperfilm ECL (Amersham Biosciences).

### Glucose uptake assay

Glucose uptake rates were measured by assessing the incorporation of D-[U-^14^C] glucose [250–360 mCi (9.25–13.33 GBq)/mmol; Perkin Elmer Life Sciences] into germinating conidia. Briefly, 1.2×10^9^ conidia was inoculated into 300 ml MM containing 2% glucose (w/v) as a carbon source, and incubated for 6 hr at 37° in an orbital shaker (180 rpm). Germinating conidia were harvest by centrifugation (3000 rpm) for 5 min and washed four times with ice-cold MM without a carbon source to eliminate traces of glucose. Washed conidia were gently resuspended. For the glucose transport analysis, aliquots of 250 µl (of 2.5×10^7^ germinating conidia) containing D-glucose (0.1–20 mM) were dispensed into 2-ml tubes plus 1 µl radiolabeled glucose (0.2 µCi). Incubation times ranged from 30 to 180 sec at 37° with shaking. To quench the reaction, 1 ml ice-cold MM without carbon was added. The germinating conidia were washed twice with 1 ml ice-cold MM without carbon and transferred to 8 ml ScintiSafe Econo1 scintillation liquid (Fisher Scientific). The D-[U-^14^C] glucose taken-up by cells was measured using Tri-Carb 2100TR Liquid Scintillation Counter.

### ROS detection

Intracellular ROS levels were monitored with the oxidant-sensitive probe 5-(and 6)-chloromethyl-2′,7′-dichlorofluorescin diacetate CM-H_2_DCFDA (Invitrogen). Liquid YUU medium (50 ml) was inoculated with 1×10^7^ conidia and incubated on a rotatory shaker (180 rpm) for 6 hr at 37°. The nonstarved cultures were centrifuged at 4000 rpm and the pellet was resuspended in 2 ml YUU. The starved culture was centrifuged at 4000 rpm, the pellets were washed in MM without any carbon source, centrifuged again, resuspended in MM without a carbon source and incubated for another 1 hr to starve the culture. The starved cultures were centrifuged at 4000 rpm and the pellet was resuspended in 2 ml MM without a carbon source. After starvation, the ROS assay was prepared from 20 µl of either culture (starved or nonstarved) plus 180 µl fresh YUU or MM without a carbon source and 2.9 µg/ml CM-H_2_DCFDA in a 96-well imaging plates (BD Falcon). The assay plate was incubated at 37° for 30 min under shaking. The arbitrary fluorescence units (AFUs) were measured at 503 nm of excitation and 529 nm of emission in the fluorimeter Synergy (Biotek) using the Gen5 software.

### RNA isolation, cDNA synthesis and quantitative PCRs

Mycelia were harvested by filtration, washed with sterile water, immediately frozen in liquid nitrogen and ground into a powder while frozen. Total RNA was extracted with Trizol (Life Technologies) and RNAse-free DNAse treated as described by Semighini *et al.* (2002) and then purified using the RNeasy Plant Mini Kit (Qiagen). RNA integrity was confirmed on a bioanalyzer (Agilent). The synthesis of cDNA was performed with approximately 10 µg of RNA, 150 pmol oligo (d)T, and 200 units Superscript II (Invitrogen) according to manufacturer’s instructions. Quantitative PCRs were performed as previously described by Semighini *et al*. 2002. Primers used are list in Table S1. Expression of the tubulin gene *TubC* (AN6838) was used as an endogenous control for *XprG* normalisation.

### Microarray slide construction and gene expression methods

*A. nidulans* genes transcriptionally regulated after exposure to carbon starvation for 12 hr and 24 hr were identified using Agilent custom-designed oligonucleotides arrays (4× 45K microarray). The two strains used in this study were the wild-type and *ΔatmA*. The 0 hr starvation time point (growth in glucose 2% for 24 hr) was used as a hybridization reference for each strain. To construct the microarray slides, the Agilent E-array software tool was used (available at https://earray.chem.agilent.com/earray/). Briefly, we uploaded gene sequences representing the whole *A. nidulans* A4 gene sequences. The ORF number was carefully validated by comparing the sequences deposited in three databanks [CADRE (The Central *Aspergillus* Resource), AspGD (*Aspergillus* Genome Database), and BROAD Institute] aiming to identify and validate the sequences for probe design, which resulted in 11,251 ORFs being submitted to Agilent E-array. Based on some quality parameter implemented in Aglilent E-array (such as sequences with high scores for cross-hybridization potential throughout the genome and sequences that no appropriate regions could be found as targets to be represented in the slides), 11,143 probes were designed from the uploaded sequence of the A4 strain. These probes were represented three to four times in the microarray slides and the annotation based on [1, 2] was used to generate the annotation file used in the analysis. Therefore, the microarray slides comprised 45,220 features including 1417 Agilent internal controls and 800 internal controls that represented 80 randomly chosen *A. nidulans* ORFs (each 10-times replicated).

The gene expression analysis used in this work was performed using custom-designed oligonucleotides slides (4× 44K microarray) from Agilent Technologies based on *A. nidulans* genome annotation publicly available. After RNA isolation and purification, the samples were labeled with Cy-3 or Cy-5-dUTP using the two-color microarray-based gene expression analysis (Quick Amp Labeling Kit; Agilent Technologies) following the manufacturer’s protocol. Initially, 200 ng total RNA was incubated with the Agilent RNA Spike-In control probes (RNA Spike A or B mix). Before labeling, synthesis of cRNA was performed by incubating the samples with 1.2 µl T7 promoter primer and nuclease-free water in an appropriate volume. The template and primer were denatured by incubating the reaction at 65° in a circulating water bath for 10 min, and after the reactions were placed on ice for 5 min. cRNA Master Mix (4 µl 5× First Strand Buffer, 2 µL 0.1 M DTT, 1 µl 10 mM dNTP mix, 1 µl MMLV-RT, and 0.5 µl RNaseOut) were added to the samples, and the mixture was incubated at 40° in a circulating water bath for 2 hr. After, the samples were moved to a 65° circulating water bath and incubated for 15 min. cRNA amplification and labeling were performed by adding the Agilent Transcription Master Mix (20 µl 4× transcription buffer, 6 µl 0.1 M DTT, 8 µl NTP mix, 6.4 µl 50% PEG, 0.5 µL RNase OUT, 0.6 µl inorganic pyrophosphatase, 0.8 µl T7 RNA polymerase, 2.4 µl Cyanine 3-CTP to control samples, or cyanine 5-CTP to treated samples, and 15.3 µl nuclease-free water) to the samples and incubating the mixtures in a circulating water bath at 40° for 2 hr. The labeled cRNA was purified using RNeasy Mini Kit (Qiagen) and then quantified in the NanoDrop 2000 Thermo Scientific (Uniscience).

For the hybridization, 825 ng of each labeled cRNA was mixed with Agilent Fragmentation Mix (11 µl 10× blocking agent, 2.2 µl 25× fragmentation buffer, and nuclease-free water to bring the volume to 52.8 µl) and incubated at 60° for exactly 30 min to fragment RNA. The fragmentation was interrupted by adding 55 µl of 2× GE Hybridization Buffer HI-RPM. Finally, 100 µL sample was placed onto the microarray slide, which was mounted in the Agilent Microarray Hybridization Chamber Kit. The hybridization was performed in an Agilent G2545A Hybridization Oven set to 65° for 17 hr. After, microarray slides were washed according to Agilent’s instructions and scanned using GenePix 4000B microarray scanner (Molecular Devices).

### Gene expression analysis

The extraction of data from TIFF images generated through scanning of microarray slides was performed by using Agilent Feature Extraction (FE) software version 9.5.3.1 (Agilent Technologies) using Linear Lowess algorithm to obtain background subtracted and normalized intensity values. The dye-normalized values generated in the FE data files were uploaded into the software Express Converter (version 2.1; TM4 platform available at http://www.tm4.org/utilities.html), which converts the Agilent file format to a mev (multi-experiment viewer) file format compatible with the TM4 software for microarray analysis (available at http://www.tm4.org/). The mev files were then uploaded in the MIDAS software (TM4 platform), where the resulting data were averaged from replicated genes on each array from three biological replicates of each treatment. The generated mev files were finally analyzed by using TIGR MeV (TM4 platform, multi-experiment viewer; available at http://www.tigr.org/software/microarray.shtml), whereby differentially expressed genes were statistically identified using one-class *t* test (*P* > 0.01). Significantly different genes were those whose mean log_2_ expression ratios was statistically different from 0, which indicates the absence of gene modulation. The full dataset was deposited in the Gene Expression Omnibus (GEO) from the National Center of Biotechnology Information (NCBI) with the number http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE42732.

### Staining and microscopy

Sterile coverslips were overlaid with 5 ml liquid YUU medium containing approximately 1×10^6^ conidia and incubated at 25° for 12 hr before starvation. Starvation was induced by replacing YUU with MM without carbon and incubating at 25° for different time periods. Germlings starved of carbon for 12-hr and 24-hr were fixed (3.7% formaldehyde; 50 mM Pipes, pH 6.7; 25 mM EGTA, pH 7.8; 5% dimethyl sulfoxide) for 15 min and washed three times for 5 min in PEM (50 mM Pipes, 25 mM EGTA, 5 mM MgS0_4_). Cell walls were partially permeabilized with a digestion solution [50 mg/ml lysing enzymes (Lallzyme Mmx; Lallemand), 6 mg/ml BSA (Sigma) solubilized in PEM] for 1 hr at 30°. After cell wall permeabilization, germlings were washed for 10 min in PEM and then PEM plus BSA (1% w/v). Finally, the germlings were stained with TUNEL (In Situ Cell Death Detection Kit; Roche Diagnostics) for 1 hr at 37°, with 100 ng/ml Hoescht 33258 (Molecular Probes) for 2 min and subsequently washed three times with PEM plus BSA. Propidium iodide (3.75 µg/ml) and Hoescht double staining was performed at room temperature for 2 min and then washed three times for 5 min with PBS. The samples were examined using a Zeiss epifluorescence microscope with excitations of 359, 498, 536, and 563 nm and emissions of 461, 516, 617, and 582 nm for Hoescht, GFP, PI, and TUNEL, respectively. The phase contrast bright field and fluorescent images were captured with AxioCam camera (Carl Zeiss) and processed using the AxioVision software version 3.1.

To determine mitochondrial mass, the strains were grown on coverslips overlaid with MM containing 1% glucose. MitoTracker Green FM (8 nM) and NAO (5 nM) staining were performed at 37° for 10 min. The germlings were examined using a Zeiss epifluorescence microscope with MitoTracker Green FM excitations of 470/20 and emissions of 525/50 and NAO excitations of 572/25 nm and emissions of 626/62 nm. The phase contrast bright field and fluorescent images were captured with AxioCam camera (Carl Zeiss) and processed using the AxioVision software version 3.1.

### Construction of the alcA::xprG mutant

The strategy to overexpress the *xprG* gene was based on the replacement of its promoter with the *alcA* promoter (Flipphi *et al.* 2002). First, a 1087-bp DNA fragment from the 5′ unstranslated region (UTR) from the *xprG* gene was PCR-amplified from *A. nidulans* wild-type genomic DNA by using the 5′ UTR XprG pRS426 forward and 5′ UTR XprG pyrG reverse primers. Then, a 1900-bp DNA fragment of the *A. fumigatus pyrG* marker gene was PCR-amplified from the pCDA21 vector by using the pyrG alcA forward and pyrG alcA reverse primers. Subsequently, the *alcA* minimal promoter (307-bp) was PCR-amplified from the pMCB17apx vector with pyrG alcA forward and pMCB17 alcA reverse primers. Finally, to allow homologous integration at the 3′-end, a 1159-bp DNA fragment of the *xprG* ORF was PCR-amplified with the primers alcA orf XprG and pRS426 orf XprG reverse. Because each DNA fragment has approximately 20-bp overlapping sequences, it was possible to assemble them by mixing equal proportions of the four fragments described and PCR-amplifying them by using the external primers 5′ UTR XprG pRS426 forward and pRS426 orf XprG reverse. The PCR-mediated assembled DNA fragment was transformed into the *A. nidulans* TNO2A3 (*ΔnkuA*) strain (Nayak *et al.* 2006) according to standard protocols (Osmani *et al.* 1987). Primer sequences are described in the Supporting Information, Table S1.

### Protease activity

Two assays were used to test protease activity. For the semi-quantitative assay, the different strains were grown for 48 hr at 37° on solid MM plus 1% milk powder as a sole carbon source. Plates containing the *alcA*::*xprG* and *ΔatmA alcA*::*xprG* mutant strains were supplemented with 10 mM cyclopentanone. The formation of a halo of protein degradation, representative of protease secretion, was evaluated and the clearance index calculated (diameter of clearance zone / diameter of colony). The quantitative method used the fluorescence resonance energy transfer (FRET) peptide library Abz GXXXXXQ-EDDnp (Oliveira *et al.* 2012); 100 µl supernatant from 48-hr carbon-starved cultures was mixed with 100 µl buffer (sodium acetate 100 mM, pH 4.5; sodium phosphate 250 mM, pH 7.0; or tris-HCl 100 mM, pH 8.5) and 1 µl of the Abz GXXXXXQ-EDDnp peptide library (1 mg/ml of DMSO) was added. The FRET peptide library is composed of Abz (or MCA)-GXXXXXQ-EDDnp and Abz (or MCA)-GXXZXXQ-EDDnp, where X stands for an equimolar mixture of all amino acids, the Z position is fixed with one of the proteinogenic amino acids (cysteine was excluded), Abz (ortho-aminobenzoic acid) is the fluorescence donor, and Q-EDDnp (glutamine-[N-(2,4-dinitrophenyl)-ethylenediamine]) is the fluorescence acceptor (Oliveira *et al.* 2012). Reactions were performed within 96-well imaging plates (BD Falcon) at 30° for 30 min under shaking. The AFUs were measured in a fluorimeter Synergy (Biotek) using the Gen5 software (excitation 320 nm, emission 420 nm). Finally, the results were expressed as AFU/mg of mycelia dry weight.

## Results

### AtmA influences mitochondrial function plus glucose uptake and/or consumption

The *ΔatmA* strain demonstrated elevated ROS accumulation in both nonstarved and starved cells (Figure 7), which could have reflected mitochondrial or respiratory dysfunction. Initially, the speed of oxygen consumption was determined. The absence of *atmA* was shown to impact aerobic respiration efficiencies and resulted in a 50% reduction in oxygen consumption when compared to the wild-type strain (Table 2). Mitochondrial mass in the wild-type and Δ*atmA* strains was subsequently evaluated. Fluorescent microscopy and flow cytometric analyses (FCA) of the mitochondrial stains, Mitotracker Green and NAO, revealed the fluorescence emitted by the Δ*atmA* strain was 3.0-fold and 2.0-fold higher than the wild-type strain using the two respective stains (Figure 1, A and B). One possible explanation for the different mitochondrial staining patterns is that the overall mitochondrial content might be higher in the *ΔatmA* mutant than in the wild-type strain. However, *ΔatmA* germlings have a larger volume, which could contribute to some degree for the higher fluorescent signal. To discard this possibility and test this hypothesis, we quantified the levels of cytochrome *c* in both the wild-type and *ΔatmA* mutant strains by Western blot via densitometry by using the ImageJ software (http://rsbweb.nih.gov/ij/download.html) (Figure 1C). The *ΔatmA* mutant showed approximately two-fold more cytochrome *c* than the wild-type strain (Figure 1C). The reduction in oxygen consumption in the Δ*atmA* strain was therefore not attributed to a reduction in mitochondrial mass. Subsequently, to identify the phase of the oxidative phosphorylation process that was affected by the loss of AtmA function, phase-specific inhibitors were sequentially added and oxygen consumption determined. To evaluate complex IV activity (cytochrome *c* oxidase), complex III and the alternative oxidase were inhibited by the addition of Antimycin A and SHAM, respectively (Table 2). Inhibition of complex III of the respiratory chain, via the addition of antimycin A, resulted in a 31.5% and 34.5% reduction in the wild-type and Δ*atmA* strains, respectively. The remaining capacity to consume oxygen was lost via the addition of the alternative oxidase inhibitor SHAM (these results were similar for both strains) (Table 2). Subsequently, the addition of complex IV substrates, TMPD and ascorbate, were supplied exogenously, increasing oxygen consumption 8.8-fold and 5.6-fold (Table 2) in the wild-type and Δ*atmA*, respectively. The reduced recovery in oxygen consumption in the Δ*atmA* strain reflects a 40% reduction in complex IV cytochrome *c* oxidase activity.

**Figure 1:**
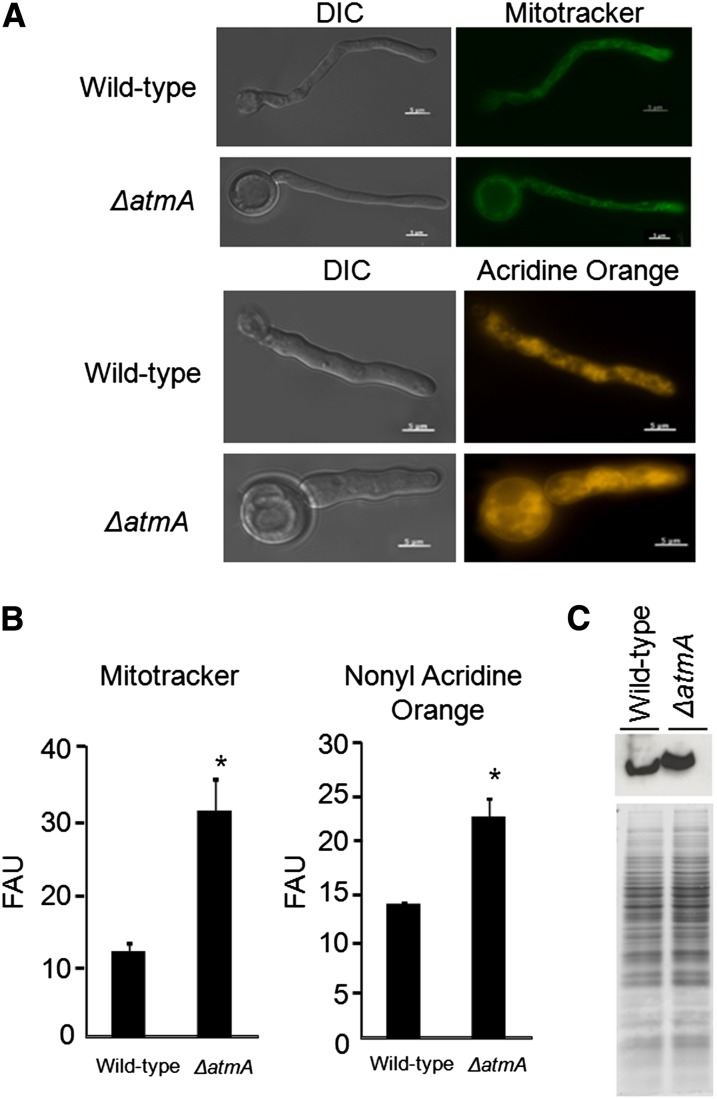
The *ΔatmA* strain has increased mitochondrial mass. (A) Fluorescent microscopy for both wild-type and *ΔatmA* mitochondria stained with Mito Tracker Green and Nonyl Acridine Orange. (B) Flow cytometric analyses (FCA) for both dyes are shown. The results are expressed as mean ± SD and were considered statistically different (*), with *P* < 0.05 determined by Student *t* test using GraphPad Prism software version 5 (GraphPad Software). FAU, fluorescent arbitrary units. (C) Western blot (upper panel) of the cytochrome *c* of the total proteins (lower panel) extracted from the wild-type and *ΔatmA* strains grown for 16 hr in MM.

Mitochondrial dysfunction could result in a reduced ability to uptake and utilize glucose. The absence of *atmA* was subsequently revealed to impact glucose uptake. Typical Michaelis-Menten saturation kinetics for glucose uptake was observed for both the wild-type and *ΔatmA* strains (Figure 2). The wild-type strain showed a Km of 7.83 µM and V_max_ of 14.96 ± 1.25 µM glucose s^−1^, whereas the *ΔatmA* strain demonstrated Km values of 36.76 µM, and V_max_ value of 60.87 ± 11.48 µM µM glucose s^−1^, per 2.5×10^7^ conidia. The higher Km and V_max_ for the *ΔatmA* strain indicated a reduced ability to uptake glucose. Collectively, these results strongly indicate that AtmA is important for mitochondrial function and influences aerobic respiration via the cytochrome *c* oxidase and glucose uptake and/consumption.

**Figure 2:**
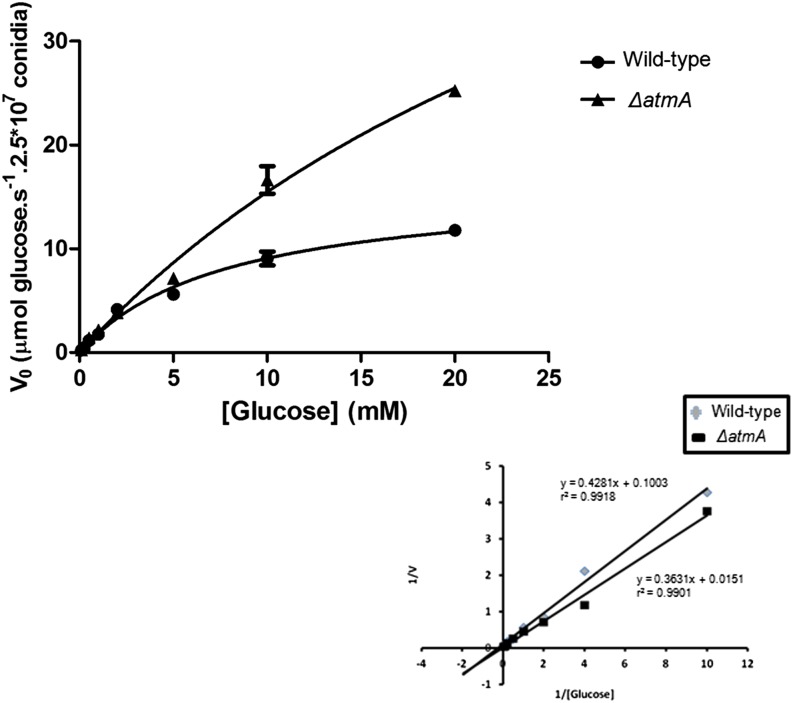
Glucose uptake is impaired in the *ΔatmA* mutant strain. K*_m_* values for glucose in the *A. nidulans* wild-type and *ΔatmA* mutant strains. Uptake rates for [^14^C] glucose germinating conidia of the wild-type and *ΔatmA* mutant strains were determined at the indicated substrate concentrations at pH 7.0. (n = 3; ±SD).

### Transcriptional profiling of carbon-starved and nonstarved cultures elucidated a role for AtmA during starvation

Genome-wide transcriptional profiling of the *ΔatmA* and wild-type strains in the presence and absence of a carbon source was undertaken to investigate the role of AtmA during aerobic respiration and the carbon starvation response. The two strains were grown for 24 hr in MM plus 2% glucose and then transferred to MM without any carbon source for 12 hr and 24 hr. 

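RNA of 3 replicate cultures per strain and time point was hybridized to arrays read in both colors, so that 12 arrays covered the wild-type and *ΔatmA* strains after 12 hr and 24 hr of starvation. On every array the starved culture was labeled with Cy5 and the 0 hr culture of the same strain with Cy3, and no array had the dyes swapped. A log2 ratio above 0 therefore stands for more transcript after starvation than at 0 hr, and any bias of a probe toward a dye is part of its ratio. The authors deposited the background-subtracted signals of 43803 gene spots per array, with the dyes balanced by the linear lowess of the Feature Extraction software. From these signals the log2 ratio of Cy5 over Cy3 was taken per spot and averaged over the spots of each of 11143 genes, which numbered 3 to 14 with a median of 4. Control spots and spots with an outlier flag were left out, and no gene was removed for a dim signal. The mean log2 ratio of each strain over its 6 arrays was tested against 0 with limma, and the difference between the strains was a contrast in the same fit. Responses were called at an unadjusted p under 0.001, the level in the legend of Figure 3. Differences between strains or time points were called at an adjusted p under 0.05 (Benjamini-Hochberg). In data simulated over 11101 genes, the fit recovered 45% of differences between the strains of 0.5 on the log2 scale and 85% of differences of 1, and it recovered 71% and 97% of wild-type responses of these sizes.

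Between 62.6% and 82.4% of the gene spots per array were well above background in Cy3 and between 70.8% and 95.6% in Cy5, and beyond this the number of arrays limits the precision. The probe of the deleted gene *atmA* (AN0038) was well above background in both channels on 6 of 6 wild-type arrays. On the arrays of *ΔatmA* it was well above background in Cy3 on 0 of 6 and in Cy5 on 1 of 6. Its 0 hr signal was at least 12.2-fold lower in *ΔatmA*, taking the lowest signal well above background on each array as the floor. This fold compares single channels after loess and Aquantile normalization and is open to dye bias. All wild-type arrays were scanned on a different day and on other slides than the *ΔatmA* arrays, so that the day and the strain cannot be told apart in any difference between the strains. The sample labels name the strain or background of *ΔatmA* as TNO2a3, which is not in Table 1, so that such a difference can also hold effects of the background. The array of *ΔatmA* at 12 hr, replicate 2, had a mean correlation of 0.861 with the other arrays of its strain, whereas those of the other 5 lay between 0.924 and 0.932.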

The data set was deposited at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE42732. 

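Across the 11143 genes, the mean log2 ratios at 12 hr and 24 hr had a Pearson correlation of 0.958 and a Spearman correlation of 0.942 in the wild-type strain. In the *ΔatmA* strain these correlations were 0.926 and 0.897. Genes are not independent replicates, so that no p-value is attached to a correlation across them. Over the 9 pairs of single arrays with 1 array per time point, the Pearson correlation ranged from 0.894 to 0.953 in the wild-type strain and from 0.835 to 0.931 in *ΔatmA*. Pairs of arrays within a time point gave 0.936 to 0.987 and 0.889 to 0.985, respectively. Correcting the background with the normexp method and normalizing by loess gave correlations of the means of 0.969 in the wild-type strain and 0.943 in *ΔatmA*, and without replicate 1 of *ΔatmA* its correlation was 0.909.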

A very high genome-wide correlation in gene expression was observed between the two time points (R > 0.95) within the individual strains. 

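Between the time points, 586 genes were higher at 24 hr and 680 were lower in the wild-type strain, and 951 were higher and 788 lower in the *ΔatmA* strain (limma, adjusted p under 0.05). With 3 arrays per time point, simulated changes of 1 on the log2 scale were recovered for 68% of genes in the wild-type strain and 75% in *ΔatmA*. These counts depended on single replicates. Without replicate 3 of the wild-type strain, 167 of its genes were called higher at 24 hr and 230 lower, and without replicate 2 of *ΔatmA*, 373 of its genes were called higher and 533 lower.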

Subsequently, the time points were combined for further analyses. In the wild-type strain, 2895 and 2954 genes were upregulated or downregulated, whereas 2625 and 2384 genes were upregulated or downregulated in the *ΔatmA* strain, after starvation (Figure S1). 

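By limma, the starvation response comprised 3570 genes up and 3367 genes down of 11143 in the wild-type strain, and 3404 up and 3135 down in *ΔatmA*. The one-class t-test of the methods, run on the same log2 ratios at the level of Figure 3, called 2900 genes up and 2959 down in the wild-type strain and 2611 up and 2399 down in *ΔatmA*. After Benjamini-Hochberg adjustment of that test, 4256 genes were up and 4286 down in the wild-type strain, and 3877 were up and 3738 down in *ΔatmA*. With limma at an adjusted p under 0.05, these counts were 4293 and 4393 in the wild-type strain and 4116 and 3999 in *ΔatmA*. From the 12 hr arrays alone, 2352 genes were called up and 2422 down in the wild-type strain and 2264 up and 2273 down in *ΔatmA*. The 0 hr signal was well above background on no array for 427 (12%) of the genes called up in the wild-type strain and 470 (13.8%) of those in *ΔatmA*, so that the size of these inductions is not measured. Neither channel was well above background on any array for 41 of the wild-type calls and 36 of the *ΔatmA* calls.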

The genes specifically modulated in an individual strain were identified (Table S2). 

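The strain-specific columns of Table S2 hold 2720 genes by the paper's count, and each was looked up in the *ΔatmA* minus wild-type contrast of limma. Of these, 1564 genes (57.5%) had a called difference in the direction of their column. They were 462 of the 844 genes listed as up in the wild-type strain only and 360 of the 574 listed as up in *ΔatmA* only. Among genes listed as down, they were 500 of 936 for the wild-type strain and 242 of 366 for *ΔatmA*. In the strain in which the column lists no response, 2194 genes (80.7%) had a mean log2 ratio of the same sign, and 1227 (45.1%) had a response called by limma in the direction of the column. No difference between the strains was called for 1131 genes (41.6%).

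The contrast compares ratios to each strain's own 0 hr culture, so that both ends of a ratio can contribute. In the wild-type-specific up column, the 0 hr level in *ΔatmA* differed from that of the wild-type strain by a median of 0.10, the starved level by −0.34 and the ratio by −0.47 on the log2 scale. In the wild-type-specific down column, these medians were −0.15, 0.23 and 0.41. They were −0.20, 0.22 and 0.46 in the *ΔatmA*-specific up column. In the *ΔatmA*-specific down column they were 0.30, −0.09 and −0.44, so that there the 0 hr level differed more than the starved level.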

The majority of the carbon starvation transcriptional responses were conserved between the two strains (Figure 3). 

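Of the 4185 genes called up in either strain, 2789 (66.6%) were called up in both, 781 (18.7%) in the wild-type strain alone and 615 (14.7%) in *ΔatmA* alone. Of the 3863 genes called down in either strain, 2639 (68.3%) were called down in both, 728 (18.8%) in the wild-type strain alone and 496 (12.8%) in *ΔatmA* alone. The strains had opposite called responses for 108 genes. Among the genes called up in both strains, 1063 (38.1%) also had a called difference between the strains, with a weaker induction in *ΔatmA* for 463 and a stronger one for 600. Among those called down in both, 1004 (38%) had a called difference, with a weaker repression for 566 and a stronger one for 438. Across genes, the mean log2 ratios of the strains had a Pearson correlation of 0.862 at 12 hr and 0.896 at 24 hr.

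**Figure D1:**
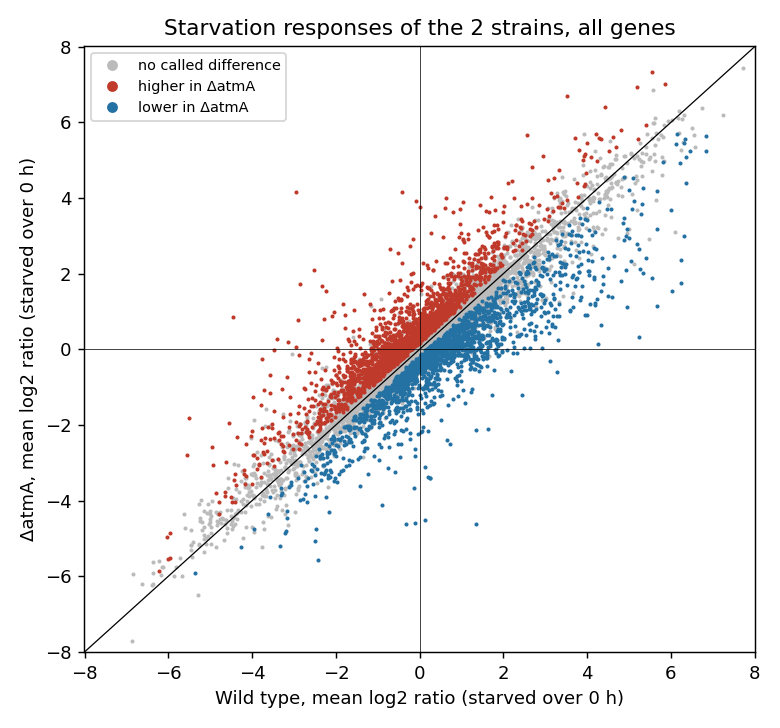
Mean log2 ratio (starved over 0 hr) of each gene in the wild-type strain, x axis, and in *ΔatmA*, y axis, each over 6 arrays. Colors mark genes with a called difference between the strains, higher or lower in *ΔatmA*, and genes with no called difference. The diagonal marks equal ratios. The 2789 genes called up in both strains lie in the upper right and the 2639 called down in both in the lower left.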

The majority of significant differences between the two strains were represented by an absence of a transcriptional response to carbon starvation in the *ΔatmA* strain, predominantly gene induction (Figure 4 and Table S2).

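A difference between the strains was called by limma for 4110 of 11143 genes (36.9%), with 2179 higher and 1931 lower in *ΔatmA*, and 987 of them were at least 2-fold. Shifting each array to a common median of the spike-in control probes, an alternative chosen after seeing the data, moved these counts most, to 7856 higher and 350 lower. The 12 hr arrays alone gave 1343 higher and 1257 lower, and the 24 hr arrays alone 2567 higher and 2160 lower. Of the 4110 genes, 967 (23.5%) had a response called in the wild-type strain and not in *ΔatmA*, and 522 of these (54%) were inductions. A response called in *ΔatmA* and not in the wild-type strain was found for 684 (16.6%). Both strains had a called response for 2175 (52.9%), and neither for 284.

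The largest differences among genes well above background on at least 4 arrays of each strain reached 7.09 on the log2 scale in the positive direction. AN8953 had a log2 ratio of −2.94 ± 1.06 (SD, n = 6) in the wild-type strain and 4.15 ± 0.441 (SD, n = 6) in *ΔatmA*, with an adjusted p of 3.66e-07 by limma. AN10346, AN9295, AN6436 and AN2583 followed, with differences between 3.69 and 5.32. In the negative direction AN2606, whose RefSeq symbol is xanB, had a log2 ratio of 4.27 ± 1.54 (SD, n = 6) in the wild-type strain and 0.14 ± 0.377 (SD, n = 6) in *ΔatmA*, a difference of −4.13 (limma, adjusted p = 0.000223). The differences of AN2358, AN4852, AN1827 and AN1253 lay between −3.64 and −3.03.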

**Figure 3:**
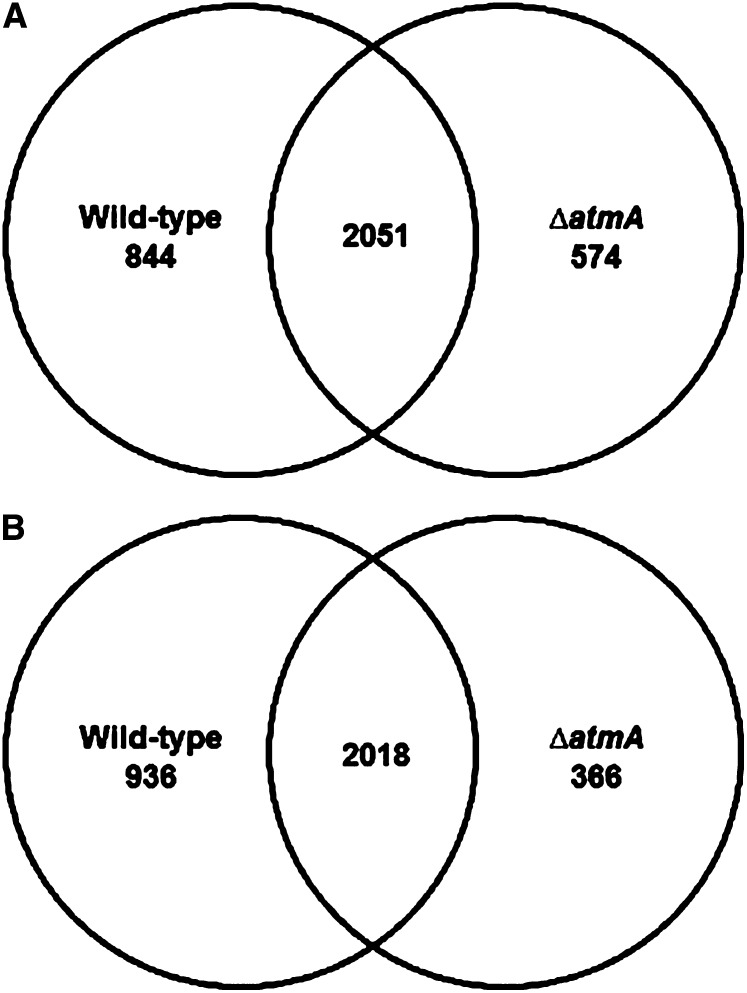
Venn diagrams of the wild-type and Δ*atmA* transcriptomes. The overlap of genes exhibiting a statistically significant (*P* < 0.001) increase (A) or decrease (B) in expression after carbon starvation compared to the equivalent transcriptomes when grown on glucose containing media.

**Figure 4:**
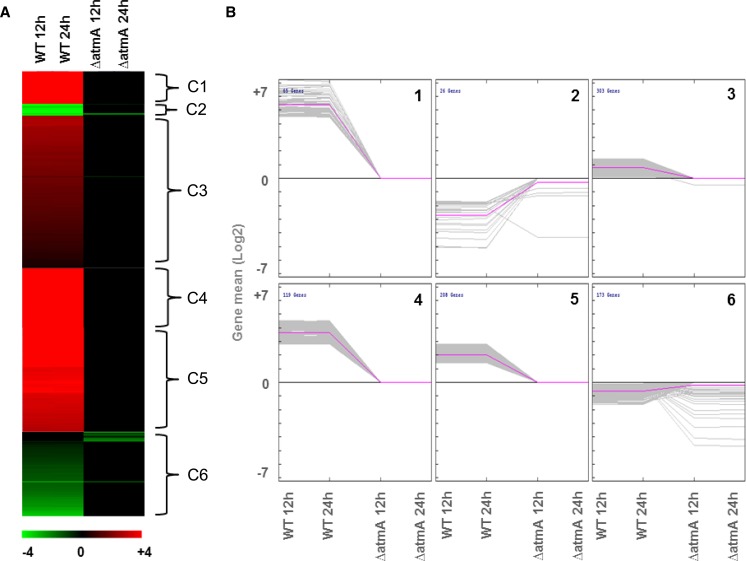
Expression pattern of the genes differentially expressed between the wild-type and Δ*atmA* strains after carbon starvation. (A) Heat map of the six gene clusters (C1 to C6) identified via KMC analysis as demonstrating a similar expression pattern. (B) Expression profile (mean log_2_ fold change) of the genes within the six clusters.

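The 6 clusters of Table S3 hold 894 genes by the paper's count, and their mean log2 ratios were computed per array. In the wild-type strain the cluster means were 5.43 ± 0.262 (SD, n = 6) for C1, −2.68 ± 0.351 for C2, 0.81 ± 0.0309 for C3, 3.63 ± 0.279 for C4, 2.01 ± 0.157 for C5 and −0.68 ± 0.0488 for C6. In *ΔatmA* they were 4.79 ± 0.613 (SD, n = 6), −1.85 ± 0.607, 0.76 ± 0.0819, 3.27 ± 0.395, 1.81 ± 0.23 and −0.46 ± 0.0517, in the same order. A difference between the strains was called by limma for 18 of the 65 genes of C1, 14 of 26 in C2, 163 of 303 in C3, 55 of 119 in C4, 104 of 208 in C5 and 104 of 173 in C6. The response was called in the wild-type direction in *ΔatmA* for 64 genes of C1, 22 of C2, 254 of C3, 118 of C4, 191 of C5 and 72 of C6. In C6 a response was called in *ΔatmA* for 108 genes. The others of these were called the other way or had no wild-type direction to match, as 27 genes of Table S3 have 0 for the wild-type strain. Among the 143 genes of C6 with 0 for *ΔatmA*, 80 were called there, 69 of them in the wild-type direction. Background correction by normexp moved the means in *ΔatmA* toward 0, to 2.93 for C1, −0.93 for C2 and 1.73 for C4, and those of the wild-type strain as well. As a percentage of the wild-type mean, the *ΔatmA* mean of C1 was 88.2 with the deposited signals and 77 with normexp. Leaving out the array of *ΔatmA* at 12 hr, replicate 2, raised the mean of C1 in *ΔatmA* at 12 hr from 4.35 to 4.69.

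**Figure D2:**
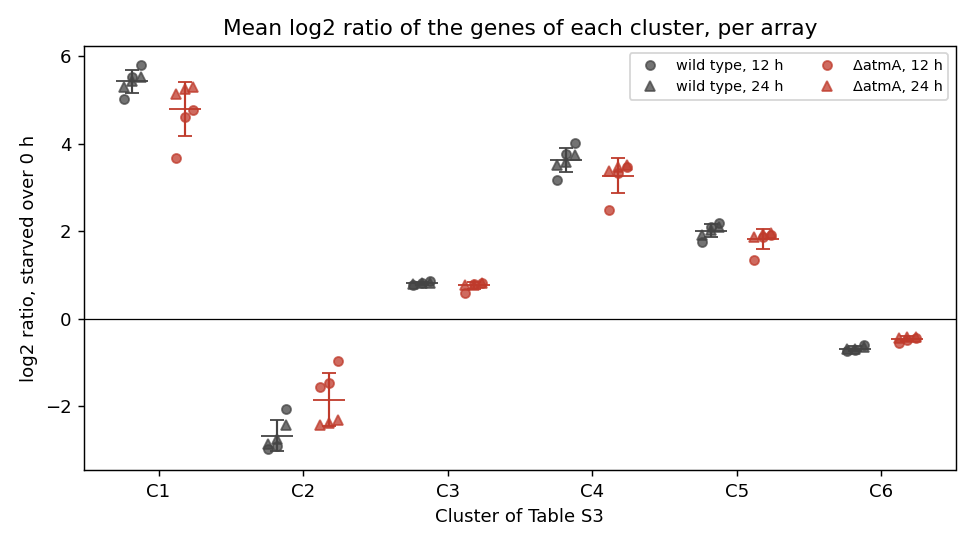
Mean log2 ratio (starved over 0 hr) of the genes of each cluster C1 to C6 of Table S3, y axis, per array, with 6 arrays per strain and the mean ± SD beside the points. In C1, C4 and C5 the arrays of both strains lie above 0, and the lowest *ΔatmA* array of C1 is at 3.67.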

All the biological processes, cellular components, and molecular functions (GO terms) overrepresented in the transcriptional response to carbon starvation in the wild-type and *ΔatmA* strains were identified (Table S3 and Table S4). 

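Genes were grouped by their RefSeq symbols, fixed before any value was seen, and by the term lists of Table S4, which the study drew from these arrays and which are therefore not independent evidence. The mean log2 ratio over 14 genes of mitochondrial respiration, heme synthesis and the tricarboxylic acid cycle was −1.72 ± 0.0633 (SD, n = 6) in the wild-type strain and −1.71 ± 0.0781 (SD, n = 6) in *ΔatmA*. Over 10 genes of mitochondrial import and translation it was −1.31 ± 0.057 and −1.26 ± 0.0426 (SD, n = 6 each), with 9 genes called down in each strain. Of 40 genes listed for Golgi vesicle transport among the wild-type terms of Table S4, 39 were up in the wild-type strain and 34 in *ΔatmA*, with means of 0.69 ± 0.0552 and 0.71 ± 0.0686 (SD, n = 6 each). The list test fry gave adjusted p-values of 4.41e-14 and 4.85e-14 for the response of the 14 mitochondrial genes in the wild-type and *ΔatmA* strains, respectively, each downward.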

In both strains, carbon starvation resulted in a downregulation of mitochondrial functions and aerobic respiration, whereas an upregulation of autophagy, vesicle transport, and protein targeting to the vacuole. However, strain-specific responses represented the focus of this study. 

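The lists of Table S4 behind 8 of the 10 terms of Table 3A are complete in the available copy and hold 124 genes. Of these, 120 were called up in the wild-type strain and 101 (81.5%) in *ΔatmA*. Called differences between the strains ran both ways, with 26 genes higher and 29 lower in *ΔatmA*. Over the 7 genes of TOR signaling, the mean log2 ratio was 0.75 ± 0.0327 (SD, n = 6) in the wild-type strain and 0.72 ± 0.0587 (SD, n = 6) in *ΔatmA* (limma's fry, adjusted p = 0.188). The mean difference of this list was −0.03 and the median difference 0.09, so that they differ in sign. Over the 24 genes of actin cytoskeleton organization, the means were 0.66 ± 0.0447 and 0.60 ± 0.061 (SD, n = 6 each; limma's fry, adjusted p = 0.187), where the median difference was 0.03. Over the 37 genes of asexual reproduction, the means were 1.80 ± 0.106 and 1.42 ± 0.328 (SD, n = 6 each; limma's fry, adjusted p = 0.445), and 36 genes were up in the wild-type strain against 30 in *ΔatmA*. Of the 8 lists, fry called 0 at an adjusted p under 0.05 and 1 at an unadjusted p under 0.05, and camera called 0 at either level with a preset correlation of 0.01 or an estimated one. Under normexp background correction, fry called the lists of TOR signaling, actin cytoskeleton organization and asexual reproduction lower in *ΔatmA*, with mean differences of −0.06, −0.09 and −0.31.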

Wild-type strain–specific responses included an upregulation of TOR signaling, the actin cytoskeleton, and asexual reproduction (Table 3A and Figure 4). Apart from TOR, the other signaling components identified included the *S. cerevisiae Sit4*, *Tap42*, and *Lst8* homologs (AN0120, AN0504, AN1335) and the heat-shock transcription factor *Hsf1* homolog (AN8035). Conversely, there was a wild-type–specific downregulation of the microtubule cytoskeleton, ion transport, ribosomal biogenesis, and RNA processing (Table 3B and Figure 4).

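AN0120 had a log2 ratio of 0.64 ± 0.0469 (SD, n = 6) in the wild-type strain and 0.61 ± 0.127 (SD, n = 6) in *ΔatmA*, a difference of −0.03 (standard error 0.0675; limma, adjusted p = 0.786). AN0504, to which RefSeq gives the symbol sitA, had 0.68 ± 0.0609 and 0.87 ± 0.12 (SD, n = 6 each), a difference of 0.19 (standard error 0.0672; limma, adjusted p = 0.0401). The call for AN0504 was lost in each of several alternatives, such as normexp background correction with a difference of 0.12, and without any single wild-type replicate. AN1335 rose in 6 of 6 wild-type arrays to 0.36 ± 0.0476 and fell in 6 of 6 *ΔatmA* arrays to −0.16 ± 0.074 (SD, n = 6 each), a difference of −0.53 (standard error 0.0552; limma, adjusted p = 2.21e-05). Its lowest value in *ΔatmA*, −0.30, was on the array of 12 hr, replicate 2, and the others lay between −0.17 and −0.11. AN8035 had 0.29 ± 0.0457 in the wild-type strain and 0.42 ± 0.166 in *ΔatmA* (SD, n = 6 each), a difference of 0.13 (standard error 0.0784; limma, adjusted p = 0.225). AN5982, whose RefSeq symbol is tor, had 1.30 ± 0.135 and 1.39 ± 0.0983 (SD, n = 6 each; limma, adjusted p = 0.413). All of these probes were well above background in both channels on every array.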

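The lists of downregulated terms are missing or incomplete in the available copy of Table S4, so that genes were grouped by RefSeq symbol. Over 25 genes of ribosome biogenesis, the mean log2 ratio was −1.20 ± 0.105 (SD, n = 6) in the wild-type strain and −0.69 ± 0.141 (SD, n = 6) in *ΔatmA*. Of these genes, 24 were called down in the wild-type strain and 17 in *ΔatmA*, and 20 had a called difference, each higher in *ΔatmA*, as they also did when adjusted over the list alone. The difference of 0.50 had an adjusted p of 4.86e-06 by limma's fry and 3.92e-07 by camera with the preset correlation, and 0.176 by camera with the estimated correlation. Over 8 genes of microtubules and nuclear migration, the means were −0.14 ± 0.0607 and −0.04 ± 0.0323 (SD, n = 6 each), and 2 genes were called down in each strain. The difference of 0.10 was called by fry (adjusted p = 8.33e-05) and not by camera with the preset correlation (adjusted p = 0.733). No list for ion transport or RNA processing could be made from the symbols.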

**Table 3:** The GO terms specifically overrepresented in the list of genes significantly upregulated or downregulated in the wild-type strain after carbon starvation

	GO Term	Description	No. Genes	*P*
A	0019954	Asexual reproduction	37	0.0016
	0031929	TOR signaling cascade	7	0.0015
	0030036	Actin cytoskeleton organization	24	0.0033
	0043687	Posttranslational protein modification	71	0.0006
	0043938	Positive regulation of sporulation	12	0.0034
	0045461	Sterigmatocystin biosynthetic process	15	1.6e-06
	0030427	Site of polarized growth	48	0.0016
	0000145	Exocyst	5	0.0051
	0016787	Hydrolase activity	183	8.3e-05
	0044264	Polysaccharide metabolic process	29	0.0031
B	0006879	Cellular iron ion homeostasis	15	0.0062
	0000226	Microtubule cytoskeleton organization	25	0.0066
	0007017	Microtubule-based process	31	0.0045
	0033753	Establishment of ribosome localization	17	0.0034
	0000054	Ribosomal subunit export from nucleus	17	0.0034
	0042254	Ribosome biogenesis	124	7.1e-14
	0006396	RNA processing	138	5e-08
	0032543	Mitochondrial translation	18	7e-06
	0006412	Translation	70	1.3e-05
	0015101	Cation membrane transporter activity	7	0.0010

For full gene lists, refer to Table S3 and Table S4. A, upregulated; B, downregulated.

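Over the 13 genes listed for secretion in Table S4, the mean log2 ratio was 1.03 ± 0.0538 (SD, n = 6) in the wild-type strain and 1.02 ± 0.0734 (SD, n = 6) in *ΔatmA*, with 11 and 13 genes called up (limma's fry on the difference, adjusted p = 0.218). The mean difference of −0.02 and the median difference of 0.07 had opposite signs. From the 24 hr arrays alone fry called the list higher in *ΔatmA*, at a mean difference of 0.01. Over the 10 genes of the CVT pathway, all of them up in both strains, the means were 1.14 ± 0.0789 and 1.12 ± 0.112 (SD, n = 6 each; limma's fry, adjusted p = 0.801). Over the 15 genes of ER to Golgi transport vesicles, the means were 0.73 ± 0.161 and 1.09 ± 0.107 (SD, n = 6 each), a difference of 0.35 with an adjusted p of 0.00358 by fry. That list was also called by camera with the preset correlation (adjusted p = 0.00641) and not with the estimated one (adjusted p = 0.991). From the 12 hr arrays alone, its difference of 0.17 was not called.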

The *ΔatmA* strain–specific responses to carbon starvation included an upregulation of genes involved in secretion, the CVT pathway, and ER-to-golgi transport [Table 4A, Figure 4 (clusters C2 and C6), Table S2, and Table S3]. However, existence of a CVT pathway in filamentous fungi is still a controversial topic (Kershaw and Talbot 2009; Talbot and Kershaw 2009; Yanagisawa *et al.* 2013). In addition, there was an upregulation of pre-autophagosomal structures, G1/S transition, the amino acid starvation response, and fatty acid oxidation [Table 4A;, Figure 4 (clusters 2 and C6), Table S2, and Table S3). 

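Over 7 genes of the pre-autophagosomal structure, the mean log2 ratio was 0.98 ± 0.0573 (SD, n = 6) in the wild-type strain and 1.03 ± 0.0916 (SD, n = 6) in *ΔatmA* (limma's fry on the difference, adjusted p = 0.687). Over 11 genes of the G1/S transition, the means were 0.64 ± 0.0549 and 0.81 ± 0.0652 (SD, n = 6 each), with 7 and 11 genes called up, and limma's fry called the difference of 0.17 (adjusted p = 0.00186). Over 6 genes of the response to amino acid starvation, the mean was 1.91 ± 0.244 (SD, n = 6) in the wild-type strain and higher by 0.39 in *ΔatmA*, which limma's fry called (adjusted p = 0.00358). Camera with the preset correlation called neither of these lists (adjusted p = 0.155 and 0.296). Over 7 genes of fatty acid oxidation, the means were 0.98 ± 0.11 and 0.95 ± 0.0637 (SD, n = 6 each; limma's fry, adjusted p = 0.651).

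All 14 lists of Table 4A together hold 158 genes, of which 130 (82.3%) were called up in the wild-type strain and 157 in *ΔatmA*. Differences were called higher in *ΔatmA* for 59 of them and lower for 10. Fry called 7 of the 14 lists higher in *ΔatmA*, camera with the preset correlation 5 and with the estimated correlation 0, also at an unadjusted p under 0.05. The test fry found 20 of 20 simulated lists of 15 genes shifted by 0.5 on the log2 scale, and called 1 of the unchanged lists. The simulated genes varied independently, and all genes of a changed list moved alike. The simulation therefore does not cover lists of correlated genes or lists with smaller or mixed differences.

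**Figure D3:**
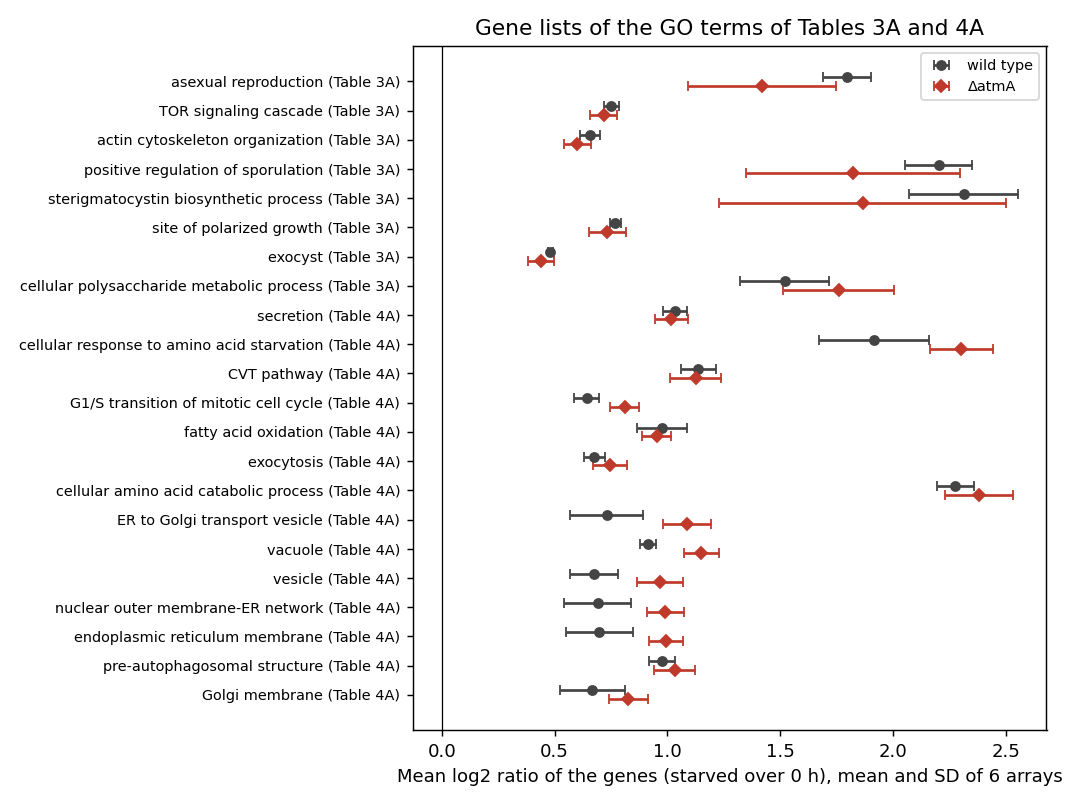
Mean log2 ratio (starved over 0 hr) of the gene lists of Table S4 behind the terms of Tables 3A and 4A, x axis, in the wild-type and *ΔatmA* strains, with the SD over 6 arrays as error bars. The list means are above 0 in both strains.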

The *ΔatmA*-specific downregulation of glucose catabolic processes was also observed in addition to the downregulation of multiple mitochondrial components, such as the mitochondrial proton transporting ATP synthase, NADH dehydrogenase/oxidoreductase, respiratory chain complex subunits, heme biosynthetic processes, and the pyruvate dehydrogenase complex [Table 4B (cluster C1, C3 to C5), Table S2, and Table S3]. 

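Of the 14 genes of mitochondrial respiration, heme synthesis and the tricarboxylic acid cycle found by RefSeq symbol, 14 were called down in the wild-type strain and 13 in *ΔatmA*. The mean difference between the strains was 0.01 on the log2 scale and the median difference −0.03 (limma's fry, adjusted p = 0.937). A difference was called for 4 genes. kgd1 (AN5571) at −0.38 (limma, adjusted p = 0.0159) and cox15 (AN1915) at −0.23 (adjusted p = 0.0232) were lower in *ΔatmA*, whereas atp4 (AN1534) at 0.35 (adjusted p = 0.00553) and nde1 (AN6125) at 0.32 (adjusted p = 0.0114) were higher. The difference of hem13 (AN5130), 0.14, and that of hem14 (AN3920), −0.02, were not called (limma, adjusted p = 0.18 and 0.853). These 6 genes are all those of the list with a called difference, and hem13 and hem14, a choice made after their values were seen. hem13 and hem14 were picked by their symbols and need not be all the heme synthesis genes of the list. The symbols gave no list for glucose catabolism or the pyruvate dehydrogenase complex. From the downregulated terms of Table 4B, the paper concludes that the use of glucose and mitochondrial oxidative phosphorylation were reduced in the absence of AtmA, and it relates this to the lower uptake of glucose and oxygen by the *ΔatmA* strain.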

The described set of functions comprehensively demonstrated the downregulation of glucose utilization and mitochondrial oxidative phosphorylation in the absence of AtmA in concordance with the reduced ability of the *ΔatmA* strain to uptake glucose and consume oxygen.

**Table 4:** The GO terms specifically overrepresented in the list of genes significantly upregulated or down regulated in the *ΔatmA* strain after carbon starvation

	GO Term	Description	No. Genes	*P*
A	0046903	Secretion	13	0.0010
	0034198	Cellular response to amino acid starvation	6	0.0012
	0032258	CVT pathway	10	0.0001
	0000082	G1/S transition of mitotic cell cycle	11	0.0019
	0019395	Fatty acid oxidation	7	0.0003
	0006887	Exocytosis	12	0.0014
	0009063	Cellular amino acid catabolic process	21	0.0007
	0030134	ER to Golgi transport vesicle	15	0.0003
	0005773	Vacuole	43	0.0007
	0031982	Vesicle	29	0.0010
	0042175	Nuclear outer membrane–endoplasmic reticulum membrane network	31	0.0015
	0005789	Endoplasmic reticulum membrane	29	0.0027
	0000407	Pre-autophagosomal structure	7	0.0031
	0000139	Golgi membrane	15	0.0068
B	0006122	Mitochondrial electron transport, ubiquinol to cytochrome c	6	0.0042
	0006783	Heme biosynthetic process	9	0.0019
	0015986	ATP synthesis coupled proton transport	10	0.0019
	0006007	Glucose catabolic process	17	0.0026
	0019674	NAD metabolic process	9	0.0046
	0033615	Mitochondrial proton-transporting ATP synthase complex assembly	5	0.0027
	0045039	Protein import into mitochondrial inner membrane	6	0.0042
	0042719	Mitochondrial intermembrane space protein transporter complex	4	0.0087
	0005750	Mitochondrial respiratory chain complex III	6	0.0042
	0045275	Respiratory chain complex III	6	0.0042
	0000275	Mitochondrial proton-transporting ATP synthase complex, catalytic core F(1)	4	0.0087
	0005751	Mitochondrial respiratory chain complex IV	6	0.0042
	0045254	Pyruvate dehydrogenase complex	4	0.0086
	0045277	Respiratory chain complex IV	6	0.0042
	0045259	Proton-transporting ATP synthase complex	10	0.0019
	0016651	Oxidoreductase activity, acting on NADH or NADPH	18	0.0001
	0050136	NADH dehydrogenase (quinone) activity	9	0.0007
	0016655	Oxidoreductase activity, acting on NADH or NADPH, quinone as acceptor	10	0.0002
	0008137	NADH dehydrogenase (ubiquinone) activity	9	0.0007
	0016491	Oxidoreductase activity	140	1.9e-07
	0046961	Proton-transporting ATPase activity, rotational mechanism	10	0.0002
	0003954	NADH dehydrogenase activity	9	0.0007
	0008121	Ubiquinol–cytochrome-c reductase activity	7	0.0014
	0016681	Oxidoreductase activity, acting on diphenol, cytochrome as acceptor	7	0.0014

For full gene lists, refer to Table S3 and Table S4. A, upregulated; B, downregulated.

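Over the 29 genes of cellular polysaccharide metabolism listed in Table S4 for the wild-type strain, the mean log2 ratio was 1.52 ± 0.197 (SD, n = 6) in that strain and 1.76 ± 0.245 (SD, n = 6) in *ΔatmA*. Of these genes, 29 were called up in the wild-type strain and 26 in *ΔatmA* (limma's fry on the difference, adjusted p = 0.0623). Fry called the list higher in *ΔatmA* from the 24 hr arrays alone, where the difference was 0.41. Over the 6 genes of fatty acid beta-oxidation listed for the wild-type strain, the means were 1.37 ± 0.119 and 1.06 ± 0.118 (SD, n = 6 each), with 6 genes called up in each strain. The difference of −0.31 was called by fry (adjusted p = 0.00186) and not by camera with the preset correlation (adjusted p = 0.155). The wild-type list of lipid modification, with 11 genes, differed by −0.22 (limma's fry, adjusted p = 0.00186). Camera with the preset correlation did not call it (adjusted p = 0.129). The wild-type list of fatty acid catabolism, with 11 genes, differed by −0.08 (limma's fry, adjusted p = 0.445). The *ΔatmA* lists of lipid modification (−0.05) and fatty acid beta-oxidation (−0.13) were not called either (limma's fry, adjusted p = 0.187 and 0.056). Over 14 polysaccharide hydrolases found by RefSeq symbol, the means were 0.13 ± 0.142 and 0.24 ± 0.142 (SD, n = 6 each; limma's fry, adjusted p = 0.964).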

The reduced ability of the *ΔatmA* strain to utilize glucose was accompanied by an absence of wild-type upregulation in alternative carbon utilization, such as polysaccharides and fatty acids (Table 3, A and B, and Figure 4). 

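The 8 hydrolase genes of Figure S2 were each called up in the wild-type strain, and 6 of them were called up in *ΔatmA* (limma). AN2217 had a log2 ratio of 1.22 ± 0.35 (SD, n = 6) in the wild-type strain and 0.46 ± 0.253 (SD, n = 6) in *ΔatmA*, a difference of −0.75 (limma, adjusted p = 0.00402). AN7828 had 2.22 ± 0.374 and −0.09 ± 0.839 (SD, n = 6 each), a difference of −2.31 (limma, adjusted p = 0.000298). The 0 hr signal of AN7828 was not well above background on any array of the wild-type strain, so that its induction there is only known to be at least 1.27-fold, and in *ΔatmA* it was not well above background in either channel. AN2534 had 1.58 ± 0.0974 and 1.23 ± 0.261 (SD, n = 6 each), a difference of −0.35 (limma, adjusted p = 0.0293) that lost its call under 8 of the alternatives, such as without replicate 2 of *ΔatmA*. AN7275 was higher in *ΔatmA*, with 3.92 ± 0.621 and 5.12 ± 0.725 (SD, n = 6 each; limma, adjusted p = 0.0203), and this call was lost under 5 of the alternatives, such as without replicate 1 of the wild-type strain.

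No difference was called for the other four genes. AN1870 had 4.64 ± 0.21 in the wild-type strain and 4.62 ± 0.132 in *ΔatmA*, AN9383 had 2.85 ± 0.202 and 3.04 ± 0.204, and AN3903 had 3.79 ± 0.537 and 3.23 ± 1.02 (SD, n = 6 each). AN1477 had 2.51 ± 0.647 and 2.85 ± 0.955 (SD, n = 6 each), and its difference of 0.34 turned to a called −0.38 under normexp background correction. Under that correction AN1870 (−0.67) and AN3903 (−0.60) were called lower in *ΔatmA* as well, which made 6 of the 8 genes lower, with AN2217 at −0.18 and AN7828 at −0.27, and AN9383 was not called. The value of AN1477 on the array of *ΔatmA* at 12 hr, replicate 2, was 0.94, against 3.07 to 3.60 on the other arrays of that strain. The 0 hr signals of AN3903, AN2217, AN7275, AN1477 and AN9383 in *ΔatmA* were well above background on 1 or 2 of 6 arrays. In the wild-type strain they were so on 1 of 6 arrays for AN3903 and AN2217, 3 for AN9383, 4 for AN7275 and 6 for AN1477, so that the size of the ratios and of the difference of AN2217 rests on signals near background in both strains. Adjusted over the list alone, the same number of differences was called, 3 lower and 1 higher in *ΔatmA*, and as the study chose the list on these arrays this is not independent evidence.

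**Figure D4:**
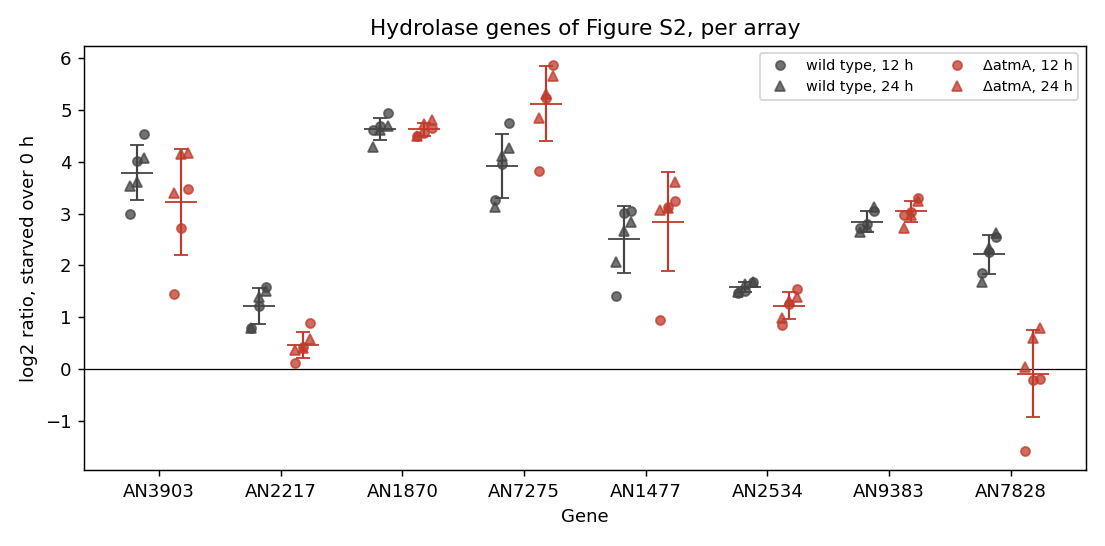
Log2 ratio (starved over 0 hr) of the 8 hydrolase genes of Figure S2, y axis, on each of 6 arrays per strain, with the mean ± SD beside the points. All arrays of AN1870 lie above 4 in both strains, whereas AN7828 is above 0 on 3 of 6 *ΔatmA* arrays.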

The absence of starvation-induced hydrolases transcription, particularly xylosidases, in the *ΔatmA* strain demonstrated the role played by AtmA in the induction of hydrolase secretion, possibly scavenging for any available carbon source (Figure S2).

Collectively, the transcriptomic analysis demonstrated the differential sensing of nutrition/cellular energetic status, plus a reduction in glucose utilization and respiration. A role for AtmA in the carbon starvation–induced transcription of hydrolases also was identified.

### Autophagy is decreased in *ΔatmA* mutant strain

Autophagy forms an integral part of the carbon starvation response in fungi. 

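The wild-type terms of Table S4 list 17 genes for autophagy, and their mean log2 ratio was 0.94 ± 0.0625 (SD, n = 6) in the wild-type strain and 0.87 ± 0.108 (SD, n = 6) in *ΔatmA*. All 17 were called up in the wild-type strain and 15 in *ΔatmA*. The *ΔatmA* terms list 17 genes as well, with means of 1.01 ± 0.0724 and 1.00 ± 0.108 (SD, n = 6 each), all of them up in both strains. For the difference between the strains, limma's fry gave an adjusted p of 0.263 for the first list and 0.914 for the second. Fry called the first list lower in *ΔatmA* from the 24 hr arrays alone, at −0.05, and under normexp background correction, at −0.11. The RefSeq symbols gave 5 genes of autophagy, with means of 0.94 ± 0.151 and 0.97 ± 0.176 (SD, n = 6 each). *atgA* (AN1632) had a log2 ratio of 0.00 ± 0.119 and −0.17 ± 0.197 (SD, n = 6 each), and no response was called in either strain.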

Transcriptomic analyses showed that autophagy was significantly induced in both the wild-type and *ΔatmA* strains after carbon starvation. However, multiple autophagic processes, such as TOR signaling, the CVT pathway, and pre-autophagosomal structures, were differentially expressed in a strain-specific manner. 

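At the level of genes, differences between the strains were called in both directions for TOR signaling, with 2 of 7 genes higher and 2 lower in *ΔatmA*. In the CVT pathway list 0 of 10 genes were higher and 1 lower, and in the list of the pre-autophagosomal structure 0 of 7 were higher and 1 lower (limma, adjusted p under 0.05). Adjusted over the list alone, differences were called for 4, 0 and 0 genes of these lists. Of the 8 genes that the wild-type terms list for macroautophagy, 8 were up in each strain, with means of 1.19 ± 0.101 and 1.16 ± 0.11 (SD, n = 6 each; limma's fry, adjusted p = 0.921).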

Subsequently, the influence of AtmA on carbon starvation–induced autophagy in *A. nidulans* was evaluated. The cellular localization of *AtgH^ATG8^*::*GFP*, which is recruited to autophagosomes and transported to the vacuole in response to starvation, was monitored in the wild-type and *ΔatmA* strains. A *ΔatgA^ATG1^ AtgH^ATG8^*::*GFP* double mutant, which also lacked the protein kinase required for vesicle formation during autophagy and the CVT pathway, was utilized as a negative control.

Initially, to confirm that the *atg1* homolog in *A. nidulans*, AtgA, was essential for autophagy, the translocation of AtgH::GFP to the vacuole upon carbon starvation in the *ΔatgA^ATG1^ atgH^ATG8^*::*GFP* double mutant was assessed. The *atgH^ATG8^*::*GFP* strain was used as a positive control. Germlings were grown for 12 hr in 2% glucose and then transferred to MM without any carbon source for 15 to 150 min (Figure 5). After 12 hr of growth in the presence of glucose, AtgH::GFP localized to pre-autophagosomal-like structures and in the cytoplasm (Figure 5). After 150 min of starvation, approximately 60% of germlings contained punctuate fluorescent spots that localize to the vacuole (Figure 5). In the *ΔatgA^ATG1^ atgH^ATG8^*::*GFP* strain, the AtgH::GFP signal did not localize to the vacuoles after 150 min (Figure 5). These results indicate that in *A. nidulans* AtgH translocation to the vacuole on carbon starvation is AtgA-dependent.

**Figure 5:**
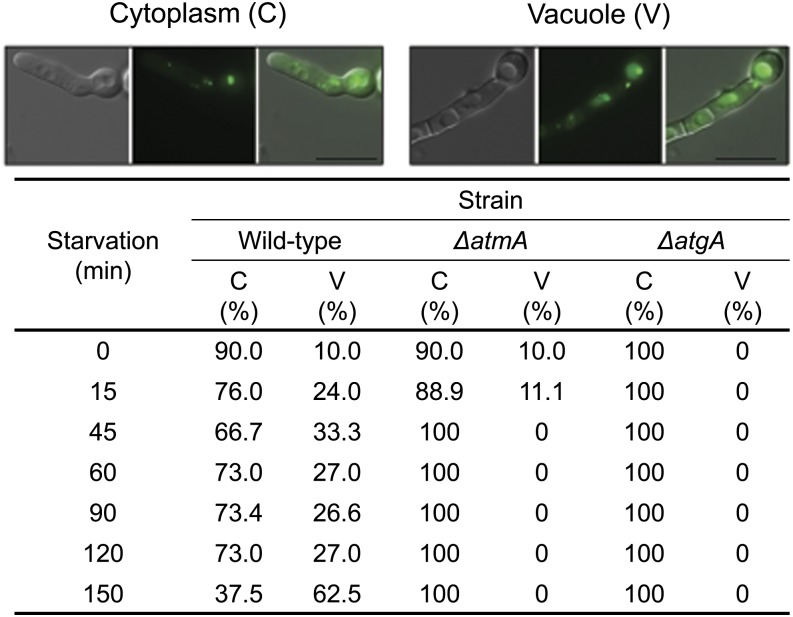
The *atmA* positively controls autophagy. *A. nidulans AtgH::GFP* germlings previously grown for 12 hr in MM plus 2% glucose were transferred to MM without any carbon source for 15, 30, and 60 min. Bars: 10 µm. The *AtgH*::*GFP*, *ΔatmA AtgH*::*GFP*, and *ΔatgA AtgH*::*GFP* grown for 12 hr in MM plus 2% glucose (time zero) and transferred to MM without any carbon source for 15, 45, 60, 90, 120, and 150 min. Bars: 10 µm.

Subsequently, the translocation of AtgH::GFP to the vacuole upon carbon starvation in the *ΔatmA* background was evaluated. AtgH::GFP translocation to the vacuoles during starvation was dramatically reduced in the absence of AtmA (Figure 5). Interestingly, before starvation, a low level of AtgH::GFP localized in the vacuole similar to that of the wild-type strain. However, during the prolonged periods of starvation vacuolar localization was lost, reminiscent of the *ΔatgA^ATG1^* strain, suggesting that under nonstarving conditions AtmA does not control AtgH localization. Therefore, under carbon starvation, autophagy appears to be regulated by AtgA^*ATG1*^ and AtmA.

### *A. nidulans* AtmA interacts genetically with XprG on carbon starvation

*A. nidulans* secretes proteases in an XprG-dependent manner during carbon starvation irrespective of the presence of proteins (Katz *et al.* 1996). Protease secretion was assessed via determining the size of a clearance zone surrounding the fungal colony on agar plates that contained milk as a sole carbon source (Figure 6A) and the clearance index (CI; clearance zone diameter / colony diameter) was calculated. The single *ΔxprG* and double *ΔatmA ΔxprG* mutant strains were confirmed to have a diminished clearance zone (CIs undetermined). 

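On the arrays, 5 genes were taken as secreted proteases by their RefSeq symbol alone. RefSeq gave no descriptions, so that it was not checked whether each of them encodes such a protease. Their mean log2 ratio after starvation was 1.98 ± 0.11 (SD, n = 6) in the wild-type strain and 2.26 ± 0.0385 (SD, n = 6) in *ΔatmA*. The difference of 0.28 was called by limma's fry (adjusted p = 0.00226) and not by camera with the preset correlation (adjusted p = 0.733). The genes differed in direction. dppIV (AN6438) had 2.85 ± 0.343 and 3.82 ± 0.127 (SD, n = 6 each; limma, adjusted p = 0.000266), and lap1 (AN7035) had −0.08 ± 0.205 and 0.36 ± 0.0763 (SD, n = 6 each; limma, adjusted p = 0.00278). mep20 (AN7962) was lower in *ΔatmA*, with 4.89 ± 0.0894 and 4.55 ± 0.0919 (SD, n = 6 each; limma, adjusted p = 0.00165). No difference was called for dppV (AN2572) and alpA (AN5521). These are all genes of the list, and naming them was a choice made after their values were seen.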

The *ΔatmA* strain, however, demonstrated increased secretion or protease activity (CI, 1.58) compared to the wild-type strain (CI, 1.06), despite the fact that as a class of proteins overall proteolytic enzyme transcription was not comparatively increased in the *ΔatmA* strain. However, difference in individual protease transcription could have been sufficiently contributed to the observed phenotype. Similarly, the xprG1 gain-of-function mutation demonstrated increased protease activity(CI,1.28). Interestingly, the double *ΔatmA xprG1* mutant produced a larger clearance zone (CI, 2.10) than that of either the *ΔatmA* or *xprG1* single mutants.

**Figure 6:**
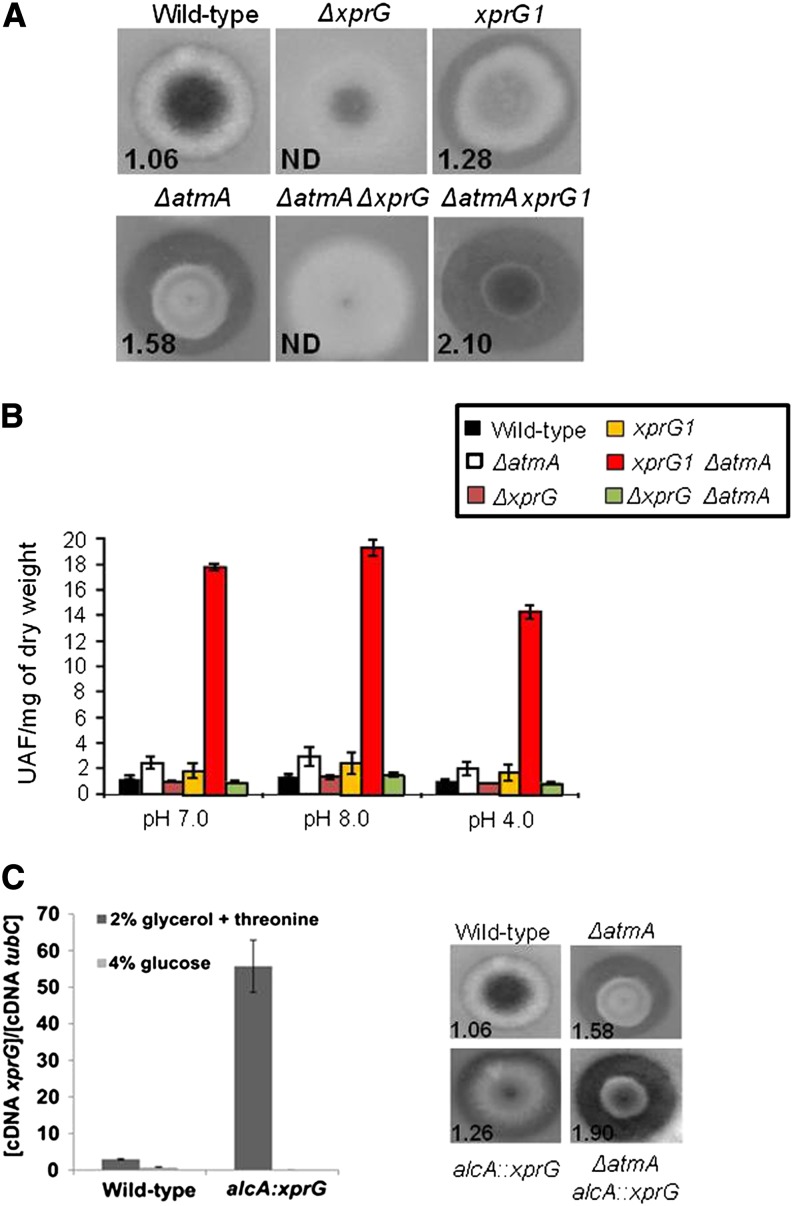
AtmA genetically interacts with *XprG*. (A) The semi-quantitative determination of protease secretion after growth on MM plus milk as the sole carbon source for the wild-type, *ΔatmA*, *ΔxprG*, *xprG1*, *ΔatmA ΔxprG*, and *ΔatmA xprG1* mutant strains. (B) Quantitative evaluation of protease activity of 48-hr carbon-starved cultures for the wild-type, *ΔatmA*, *ΔxprG*, *xprG1*, *ΔatmA ΔxprG*, and *ΔatmA xprG1* mutant strains. (C) Left panel shows real-time RT-PCR for the *xprG* gene. The wild-type and *alcA*::*xprG* mutant strains were grown in liquid MM containing either 2% glycerol and 100 mM threonine or 4% glucose for 24 hr at 37°C. Right panel shows the semi-quantitative determination of protease secretion after growth on MM plus milk as the sole carbon source supplemented with 10 mM cyclopentanone for the wild-type, *alcA*::*atmA*, and *ΔatmA alcA*::*xprG* mutant strains. The numbers on the left bottom side of each panel in (A) and in (B) represent the clearance index (clearance zone diameter/ colony diameter).

To clarify this genetic relationship, we utilized a more quantitative method to assess protease activity. Because the specificity of the extracellular proteases was not known, we used a synthetic FRET peptide library Abz (or MCA)-GXXXXXQ-EDDnp and Abz (or MCA)-GXXZXXQ-EDDnp. For all strains, no significant differences were seen in the extracellular protease activity in three different pH conditions tested (pH 4.0, 7.0, and 8.5) (Figure 6B). Both the *ΔxprG* and *ΔatmA ΔxprG* mutant strains demonstrated comparable protease activity to the wild-type strain, whereas both the *ΔatmA* and *xprG1* demonstrated approximately twice the protease activity (Figure 6B). The protease activity was six-fold to seven-fold higher in the *ΔatmA xprG1* double mutant (Figure 6B). Therefore, the FRET assay corroborated the previous result observed using the CI.

We also constructed an *alcA*::*xprG* conditional mutant for *xprG* by replacing the *xprG* promoter with the *alcA* promoter. The *alcA* promoter is repressed by glucose, derepressed by glycerol, and induced to high levels by ethanol, L-threonine, or cyclopentanone (Flipphi *et al.* 2002). Transformants were selected that accumulated approximately 13-fold higher *xprG* mRNA when transferred to glycerol 2% plus threonine than when transferred to glucose 4% (Figure 6C, left panel). An increased clearance zone around the *alcA*::*xprG* mutant colony was observed when grown on agar plates containing milk supplemented with 10 mM cyclopentanone (CI, 1.26) (Figure 6C, right panel). Again, to examine the possible genetic interactions between *atmA* and *xprG*, a double *ΔatmA alcA*::*xprG* mutant was constructed. The clearance zone of the *ΔatmA alcA*::*xprG* strain (CI, 1.90) (Figure 6C, right panel) was larger than that produced by the single *alcA*::*xprG* mutant. These results imply that AtmA performs a role in the inhibition of XprG.

The accumulation of ROS in the *ΔatmA* strain, when grown in the presence of glucose or after carbon starvation, was twice that observed for the wild-type strain (Figure 7). Accumulation of ROS in strains lacking *xprG* was moderately less than that of the wild-type strain, whereas the gain-of-function *xprG1* strain demonstrated ROS levels comparable to the *ΔatmA* strain. Similar to the protease results previously presented, the combination of the *ΔatmA* and *xprG1* mutations in a single strain demonstrated an additive effect and increased ROS accumulation to the highest levels. These results suggest that under these conditions, XprG is epistatic and is needed for the increased production of ROS caused by the loss of AtmA.

**Figure 7:**
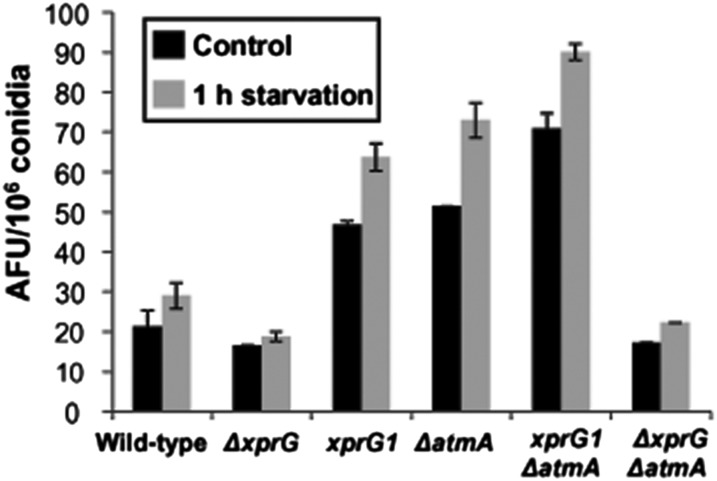
ROS production by *ΔatmA* and *ΔxprG* mutant strains. Intracellular ROS levels after 1-hr carbon starvation determined via the oxidant-sensitive probe 5-(and 6)-chloromethyl-2′,7′-dichlorofluorescin diacetate CM-H_2_DCFDA. AFU, arbitrary fluorescence units.

Although the *ΔatmA* mutant is viable, it shows nuclei with considerable DNA fragmentation (Malavazi *et al.* 2006, 2008). The AtmA^ATM^ loss-of-function caused synthetic lethality when combined with mutation in UvsB^ATR^, suggesting that AtmA and UvsB interact and are probably partially redundant in terms of DNA damage sensing or repairing and polar growth (Malavazi *et al.* 2008). This functional redundancy could help to explain why *ΔatmA* mutant is viable despite all the DNA fragmentation. Thus, a combination of TUNEL and propidium iodide (PI) staining, which respectively identified DNA fragmentation or a loss of cell membrane integrity, was utilized to monitor apoptosis and necrosis upon carbon starvation (Figure 8 and Figure 9, respectively). Before 24-hr carbon starvation, the wild-type strain showed no signs of apoptosis or necrosis. However, after 24-hr starvation, 100% and 70% of wild-type hyphae demonstrated positive TUNEL and PI staining, respectively. In contrast, all nonstarved or starved *ΔatmA* hyphae stained positively with TUNEL, whereas 80% and 100% of hyphae stained positively with PI under nonstarved and starved conditions, respectively. The *ΔxprG* strain showed no TUNEL or PI staining in nonstarved or starved hyphae. The *ΔatmA ΔxprG* double mutant demonstrated no staining for the nonstarved culture and approximately 50% TUNEL and PI nuclear staining after starvation. Collectively, these data demonstrate that under starvation, AtmA inhibits XprG-dependent and XprG-independent forms of inducing cell death.

**Figure 8:**
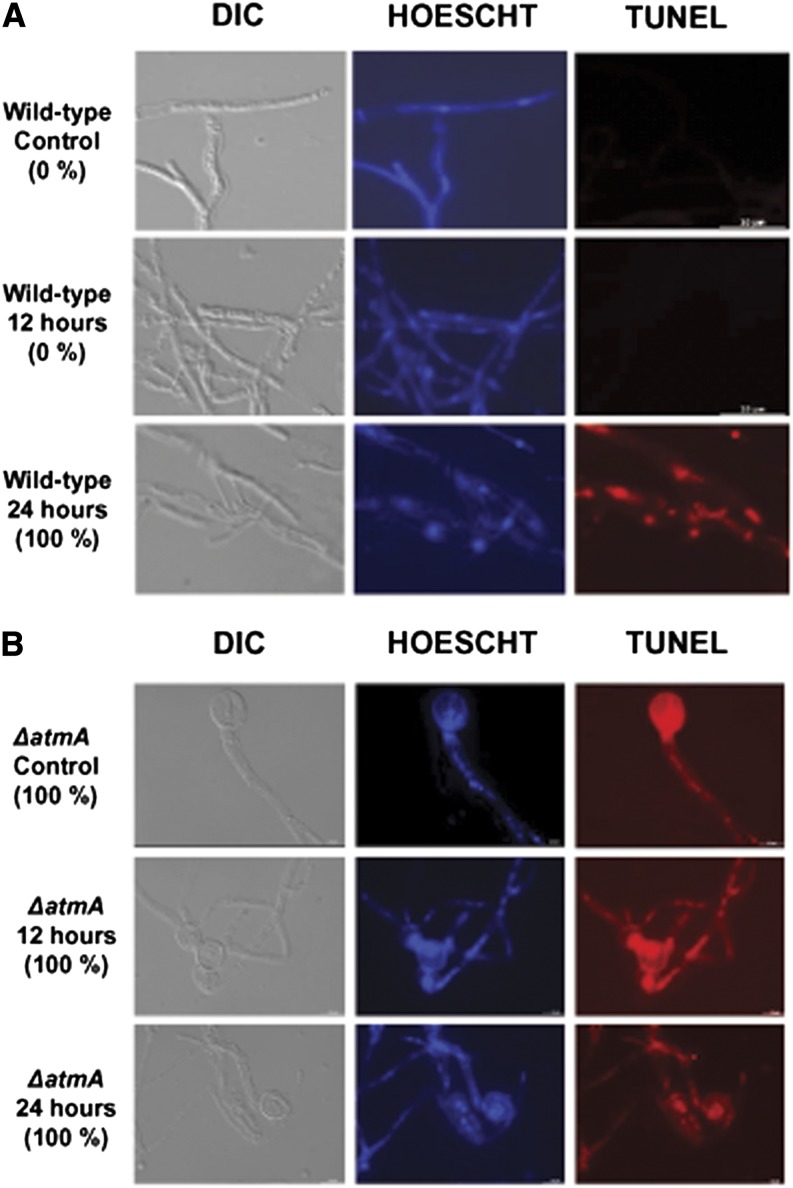
TUNEL assay to detect DNA fragmentation in the wild-type and *ΔatmA* strains evaluating the influence of 0, 12, and 24 hr of starvation. Nuclei were visualized by Hoescht staining. (A) Wild-type and (B) *ΔatmA* mutant strains. Bars: 10 µm.

**Figure 9:**
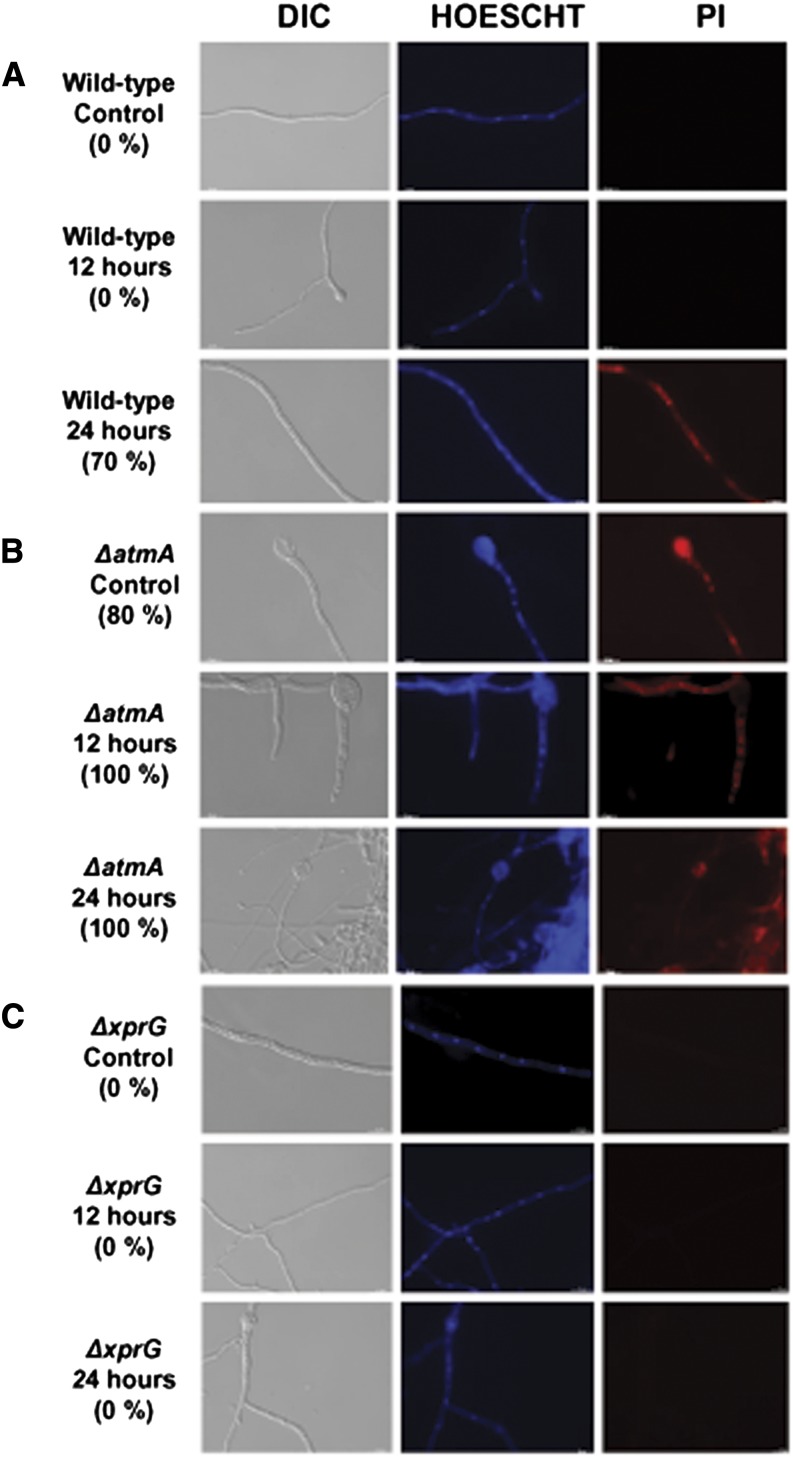
Detection of necrosis using propidium iodide (PI) staining for wild-type, *ΔatmA*, and *ΔxprG* strains after 0, 12, and 24 hr of starvation. Nuclei were visualized by Hoescht staining. (A) Wild-type, (B) *ΔatmA*, and (C) *ΔxprG*. Bars: 10 µm.

## Discussion

Mitochondria supply cellular energy but also perform a role in the adaptation to stress and the cross-talk between prosurvival and prodeath pathways. ATM phosphorylates more than 700 proteins, including many downstream kinases (Matsuoka *et al.* 2007) demonstrating a broad range of functions. ATM is known for its role in the DNA damage response and cell cycle in mammalian and fungal cells (Ditch and Paull 2012; Malavazi *et al.* 2006, 2007). ATM also has recently been shown to be the redox sensor that controls mitochondrial and metabolic function through the action of the downstream kinases AMPK and mTOR (Ditch and Paull 2012). Additionally, *Atm*-deficient mice cells revealed increased mitochondrial mass, altered morphology, and deficiencies in mitochondrial electron transport chain activity correlating to impaired ATP levels and elevated mitochondrial ROS (Valentin-Vega and Kastan 2012). In the presented study of *A. nidulans*, the fungal ATM homolog was shown to control mitochondrial mass and function, which directly or indirectly influenced glucose uptake while also influencing cell death in response to carbon starvation. Moreover, the increased mitochondrial mass in *ΔatmA* cells may not result from changes in mitochondrial biogenesis, but rather from defects in the selective clearance of damaged mitochondria because autophagy is also affected in this strain, in agreement with the work of Valentin-Vega and Kastan (2012). Subsequently, transcriptomic and genetic studies were utilized to elucidate the role played by AtmA during starvation.

The retrograde response signals mitochondrial dysfunction to the nucleus, reconfiguring expression, including an induction of gluconeogenesis, the glyoxylate cycle, and glutamate biosynthesis (Jazwinski 2013). The intrinsic induction of cell death, caused by energetic failure, oxidative stress, and lipid metabolism abnormalities, is mainly regulated by the mitochondria and involves the stress-mediated release of cytochrome C (Zdralevic *et al.* 2012). Inhibition of TOR can induce autophagy and the retrograde response (Zdralevic *et al.* 2012). Increased glyoxylate cycle activity occurs in *S. cerevisiae* during severe nutrient limitation (Wang *et al.* 2010). Fatty acid β-oxidation, which is required to generate acetate to fuel the glyoxylate cycle, was shown to be regulated by AtmA during starvation, suggesting that AtmA performs a role in the retrograde response. In addition, during starvation, TOR and the *S. cerevisiae Sit4*, *Tap42*, and *Lst8* homologs (AN0120, AN0504, AN1335) were shown to be directly or indirectly influenced by AtmA. In *S. cerevisiae* Sit4 and Tap42, which associate with the protein phosphatase 2A, are regulated by TOR and control G1/S cell-cycle transition, whereas Lst8 is a known retrograde response regulator (Jazwinski 2013; Zdralevic *et al.* 2012). 

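In the starvation arrays, AN8035 had a mean log2 ratio of 0.32 at 12 hr in the wild-type strain and 0.32 in *ΔatmA*, whereas at 24 hr the means were 0.26 and 0.52. Its range over the 6 arrays was 0.23 to 0.36 in the wild-type strain and 0.20 to 0.55 in *ΔatmA*. Its call as a response in the wild-type strain was lost without any single replicate of that strain. From the 24 hr arrays alone the difference of 0.26 was called higher in *ΔatmA* (limma). It was also called with arrays weighted by quality, an alternative chosen after seeing the data, at 0.22.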

The homolog of the *Hsf1* heat-shock transcription factor (AN8035), which is hyperphosphorylated by Snf1 (fungal AMPK homolog) in carbon-starved *S. cerevisiae* cells (Hahn and Thiele 2004), was also influenced by AtmA. Therefore, in response to metabolic stress, AtmA may perform a role in the regulation of TOR signaling that involves the retrograde response and the SnfA pathways. This hypothesis is supported by the observation that the *ΔatmA* strain does not successfully undergo autophagy during carbon starvation, a process known to be controlled by TOR. This suggests that a link between AtmA, SnfA, and TOR may also exist in *A. nidulans*, as observed in mammalian cells.

Recently, AtmA has been demonstrated to perform a role in the regulation of hydrolytic enzyme production (Brown *et al.* 2013). However, nuclear localization of the carbon catabolite repressor, CreA, in the *ΔatmA* strain was similar to the parental strains (Brown *et al.* 2013). On carbon starvation, *A. nidulans* induces the transcription of alternative carbon source usage genes, including carbohydrate active enzymes (CAZy), a response that is dependent on the SnfA and SchA (Brown *et al.* 2013). The absence of AtmA resulted in a loss of starvation-induced CAZy enzyme induction. Therefore, AtmA forms part of a starvation response that influences hydrolytic enzyme transcription and secretion while not being involved in CreA derepression. This supports the hypothesis that other pathways for SnfA and SchA induction exist.

Autophagy is a highly conserved process in eukaryotic cells and occurs in response to a diverse array of conditions, including nutrient deprivation (Martinet *et al.* 2006; Mizushima and Klionsky 2007). Carbon-starved *A. nidulans* downregulated mitochondrial functions and aerobic respiration while upregulating autophagy, vesicle transport, and protein targeting to the vacuole. A dramatic reduction in autophagy was observed in the *ΔatmA* strain, strongly suggesting that AtmA positively regulates autophagy. Autophagy forms part of a starvation-induced prosurvival strategy, which is inhibited by the action of TOR, PKA, and Sch9 on the Atg1 kinase in *S. cerevisiae* (Kamada *et al.* 2000; Yorimitsu *et al.* 2007). In *A. nidulans*, AtgA^ATG1^ was confirmed to be essential for the induction of autophagy, whereas the absence of AtmA resulted in the loss of AtgH^ATG8^ vacuole localization and impaired autophagy. Therefore, the reduction in autophagy in the *ΔatmA* strain could have contributed to the faster rate of starvation-induced cell death.

In mammalian cells, p53 is a multi-functional protein that simultaneously regulates distinct downstream pathways controlling antioxidant defense, cell-cycle progression, mitochondrial respiration, glucose homeostasis, and apoptosis (Ko and Prives 1996; Levine 1997; Armata *et al.* 2010). Different residues of the p53 protein are phosphorylated by ATM on exposure to distinct stimuli (Bensimon *et al.* 2011; Ditch and Paull 2012). In response to DNA damage and during the regulation of glucose homeostasis, ATM phosphorylates p53, resulting in its activation and an increase in protein stability (Shiloh 2006; Armata *et al.* 2010). In mammalian cells, p53-induced autophagy has been reported (Inoki *et al.* 2003; Zhao and Klionsky 2011). In *A. nidulans*, autolysis and starvation-induced protease secretion are controlled by the p53-like transcription factor XprG (Katz *et al.* 2006, 2009). The present study suggests that AtmA regulated the XprG-dependent starvation-induced protease secretion and cell death.

ROS act as signaling molecules and cellular toxicants. Mitochondrial dysfunction or the impairment of oxidative phosphorylation results in ROS accumulation (Barros *et al.* 2004). A shift in the balance between oxidants/antioxidants in the direction of oxidation contributes to the induction of apoptosis (Liu *et al.* 2008; Giorgio *et al.* 2007). In mammalian cells, p53 mediates antioxidant pathways and thereby protects against endogenous ROS. After stress, high levels of p53 lead to a shift in oxidant/antioxidant balance, which can result in apoptotic cell death (Kang *et al.* 2013). *Atm*-deficient mammalian cells demonstrate increased ROS levels and oxidative stress (Barlow *et al.* 1999; Gatei *et al.* 2001; Kamsler *et al.* 2001), with both conditions resulting in the phosphorylation of p53 at the ATM site (Armata *et al.* 2010). In *A. nidulans*, AtmA negatively regulated XprG-dependent ROS accumulation. Therefore, the absence of AtmA or XprG would result in faster and slower rates in ROS-mediated cell death in the respective single-gene deletion strains. This suggests that AtmA negatively regulates XprG, as demonstrated by the increase in XprG-dependent secretion of proteases, accumulation of ROS, and cell death. This concept is supported by the observed higher level of protease secretion and ROS accumulation in both the Δ*atmA xprG1* (gain-of-function) and the *ΔatmA alcA::XprG* overexpression double mutant strains. The interaction between ATM and p53 has been extensively studied in mammalian systems, in which the interaction between ATM and p53 regulates the G1/S cell-cycle checkpoint, apoptosis, or senescence through p53 phosphorylation at Ser15 residue (Barlow *et al.* 1997; Banin *et al.* 1998; Bartkova *et al.* 2006; Canman *et al.* 1998; Zhan *et al.* 2010). The mammalian p53 has four ATM-dependent phosphorylation sites (Saito *et al.* 2002; Armata *et al*, 2010; File S1). The *A. nidulans* XprG only has two serine residues at positions 18 and 46 (File S1). The functionality of these residues in XprG and if AtmA phosphorylates them remains to be determined.

Mitochondria are crucial to metabolism, cell-cycle progression, signaling, and apoptosis. One of the striking aspects of the ATM-dependent pathology is that the mitochondria leads to inefficient respiration and energy metabolism plus the increased generation of free radicals that are able to create life-threatening DNA lesions (Ambrose and Gatti 2013). We have observed an apparent discrepancy between the increased mitochondrial copy number in the *A. nidulans ΔatmA* mutant and defects in glucose uptake and oxygen consumption in this mutant. Valentin-Vega *et al.* (2012) have shown that Atm loss also leads to an elevated mitochondrial mass. These authors investigated the dynamics of this organelle and suggested that the increase in mitochondrial mass in Atm-null cells does not result from changes in mitochondrial biogenesis, but rather from defects in the selective clearance of damaged mitochondria by autophagy (mitophagy). We observed decreased autophagy in the *A. nidulans ΔatmA* mutant, therefore it is possible the increased mitochondrial mass in this mutant would reflect a decreased mitophagy as observed in mammalian Atm cells. In response to severe carbon limitation, the retrograde response communicates mitochondrial dysfunction to the cell nucleus, resulting in stress adaptations. The mammalian ATM kinase acts as a redox sensor, coordinating such stress responses via the mTOR, AMPK, and p53 pathways. In *A. nidulans*, AtmA also regulated glucose utilization and mitochondrial oxidative phosphorylation. Carbon starvation responses, including autophagy, shifting metabolism to the glyoxylate cycle and the secretion of carbon scavenging enzymes were AtmA-dependent. Thus, AtmA may represent a link between mitochondrial function and metabolic output with cell cycle and growth, possibly through the influence of the TOR and XprG signaling.

## Supplementary Material

Supporting Information

# Supplementary material for: The Aspergillus nidulans ATM Kinase Regulates Mitochondrial Function, Glucose Uptake and the Carbon Starvation Response
**Source:** G3 (Bethesda). 2013 Nov 5;4(1):49–62. doi: 10.1534/g3.113.008607
**Supplement:** Supporting Information

The Aspergillus nidulans ATM Kinase Regulates Mitochondrial Function, Glucose Uptake and the Carbon Starvation Response — Supporting Information 

# The *Aspergillus nidulans* ATM Kinase Regulates Mitochondrial Function, Glucose Uptake and the Carbon Starvation Response

## Supporting Information for Krohn *et al.*, 2014

**Files in this Data Supplement:**

- Supporting Information - Figures S1-S2, File S1, and Tables S1-S4 (PDF, 719 KB)
- Figure S1 - Comparison of the genome-wide transcriptional profile post transfer from glucose containing media (represented by a gene mean of zero) to carbon starvation (log2 fold change). (PDF, 454 KB)
- Figure S2 - The absence of a starvation-induced increase in hydrolase transcription in the Δ*atmA* strain. (PDF, 358 KB)
- File S1 - Comparison between the phosphorylation sites of human p53 and *A. nidulans* XprG. (PDF, 517 KB)
- Table S1 - Primers used in this study. (PDF, 344 KB)
- Table S2 - The list of *A. nidulans* genes significantly modulated upon carbon starvation (p<0.001) in either the wild-type, Δ*atmA* or both strains. (.xlsx, 74 KB)
- Table S3 - Distribution of the genes in the subclusters of the hierarquical clustering. (.xlsx, 544 KB)
- Table S4 - The overrepresented GO terms (Fisher's exact test, p<0.05) in the list of genes significantly modulated in the wild-type (WT) and Δ*atmA* strains in response to carbon starvation. (.xls, 82 KB)

# Supplementary material for: The Aspergillus nidulans ATM Kinase Regulates Mitochondrial Function, Glucose Uptake and the Carbon Starvation Response
**Source:** G3 (Bethesda). 2013 Nov 5;4(1):49–62. doi: 10.1534/g3.113.008607
**Supplement:** Supporting Information

**The *Aspergillus nidulans* ATM kinase (AtmA) regulates mitochondrial function, glucose uptake and the carbon starvation response**

Nadia Graciele Krohn<sup>†\*</sup>, Neil Andrew Brown<sup>†\*</sup>, Ana Cristina Colabardini<sup>†</sup>, Thaila Reis<sup>†</sup>, Marcela Savoldi<sup>†</sup>, Taísa Magnani Dinamarco<sup>††</sup>, Maria Helena S. Goldman<sup>††</sup>, and Gustavo Henrique Goldman<sup>†,\*</sup>

<sup>†</sup>Laboratório Nacional de Ciência e Tecnologia do Bioetanol – CTBE, Caixa Postal 6170, 13083-970 Campinas, São Paulo, Brazil and <sup>††</sup>Faculdade de Ciências Farmacêuticas de Ribeirão Preto and <sup>††</sup>Faculdade de Filosofia, Ciências e Letras de Ribeirão Preto, Universidade de São Paulo, São Paulo, Brazil

Faculdade de Ciências Farmacêuticas de Ribeirão Preto, Universidade de São Paulo  
Av. do Café S/N, CEP 14040-903, Ribeirão Preto, São Paulo, Brazil  

\*Both authors contributed equally to this manuscript

**DOI: 10.1534/g3.113.008607**

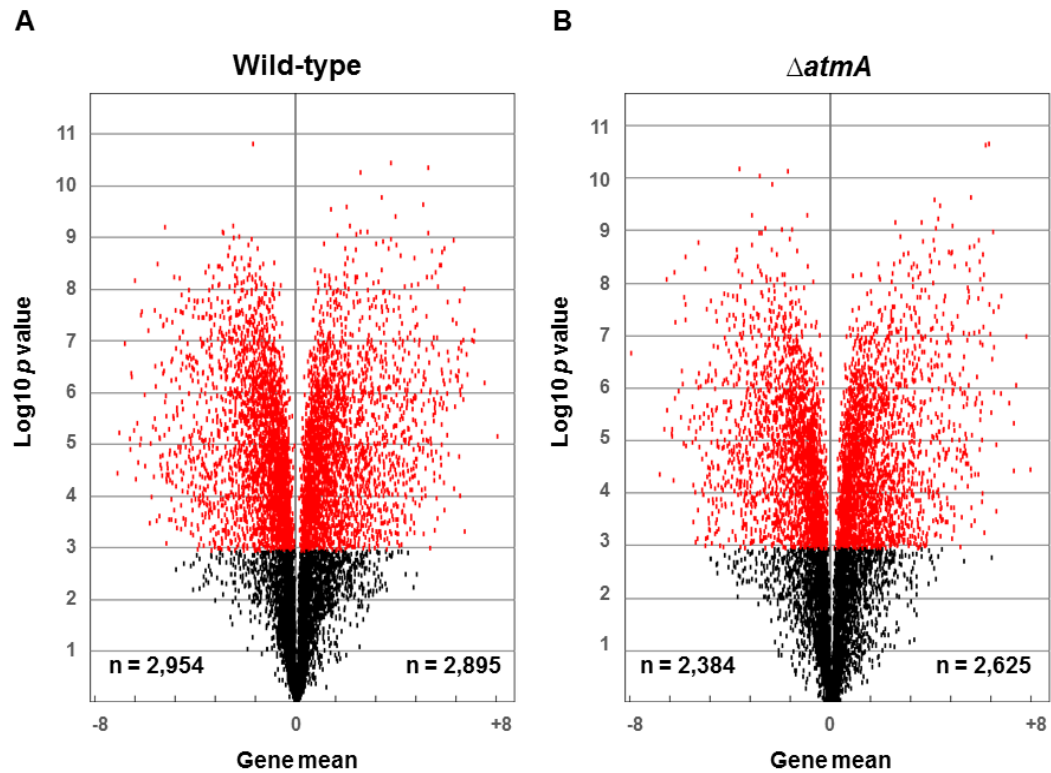

**Figure S1** Comparison of the genome-wide transcriptional profile post transfer from glucose containing media (represented by a gene mean of zero) to carbon starvation (log2 fold change). **A)** Wild-type response. **B)**  $\Delta atmA$  response. Red dots indicate genes with significant modulation in expression post starvation. N = number of gene significantly induced or repressed in a particular strain.

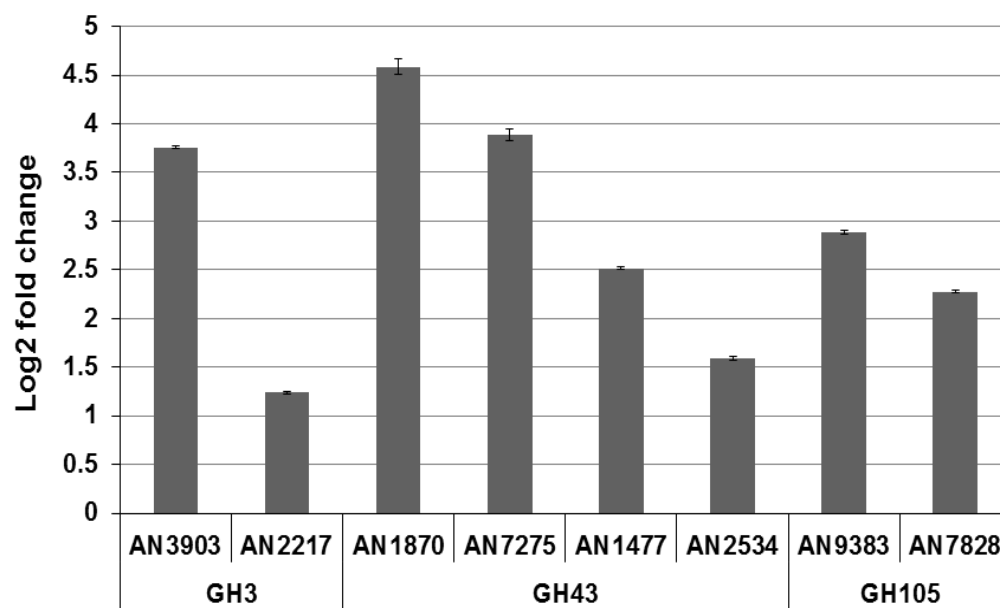

**Figure S2** The absence of a starvation-induced increase in hydrolase transcription in the  $\Delta atmA$  strain. Mean log2 fold change in gene expression in the wild-type strain post 12 and 24 h carbon starvation, organised according to CAZy classification. Note that no significant induction of these genes was observed in  $\Delta atmA$  strain.

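The values of Figure S2 are means over the 12 hr and 24 hr arrays of the wild-type strain. In the arrays, the means at 12 hr and 24 hr in that strain were 3.85 and 3.74 for AN3903, 4.75 and 4.53 for AN1870, and 1.20 and 1.23 for AN2217. In *ΔatmA* they were 2.55 and 3.91 for AN3903, 4.57 and 4.68 for AN1870, and 0.48 and 0.45 for AN2217.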

## File S1

### Comparison between the phosphorylation sites of human p53 and *A. nidulans* XprG.

Homo sapiens (p53) 393aa [pI 6.37; Mw 43683.16 Da-Expasy Compute pI/Mw tool]

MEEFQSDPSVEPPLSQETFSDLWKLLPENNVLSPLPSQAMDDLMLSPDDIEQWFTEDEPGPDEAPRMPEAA  
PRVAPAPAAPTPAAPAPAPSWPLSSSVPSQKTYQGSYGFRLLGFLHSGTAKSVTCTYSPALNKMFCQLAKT  
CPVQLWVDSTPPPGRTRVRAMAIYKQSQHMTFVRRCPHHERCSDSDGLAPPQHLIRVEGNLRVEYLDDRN  
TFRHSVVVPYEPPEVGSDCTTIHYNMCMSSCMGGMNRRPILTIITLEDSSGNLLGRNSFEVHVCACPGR  
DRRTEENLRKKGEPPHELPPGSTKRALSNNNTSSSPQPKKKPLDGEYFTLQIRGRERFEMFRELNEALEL  
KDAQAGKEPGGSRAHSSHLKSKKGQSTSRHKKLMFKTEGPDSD

Aspergillus nidulans (XprG) 490aa [pI 9.36; Mw 52839.41 Da-Expasy Compute pI/Mw tool]

.....18.....46  
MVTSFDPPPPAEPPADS<sup>S</sup>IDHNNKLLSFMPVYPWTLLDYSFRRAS<sup>S</sup>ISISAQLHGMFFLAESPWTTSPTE  
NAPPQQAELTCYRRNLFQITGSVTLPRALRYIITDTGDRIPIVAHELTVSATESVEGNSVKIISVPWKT  
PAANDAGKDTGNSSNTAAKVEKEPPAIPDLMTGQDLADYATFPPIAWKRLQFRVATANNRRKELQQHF  
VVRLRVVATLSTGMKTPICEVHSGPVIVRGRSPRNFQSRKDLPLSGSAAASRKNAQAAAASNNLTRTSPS  
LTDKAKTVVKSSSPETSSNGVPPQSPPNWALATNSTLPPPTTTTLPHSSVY<sup>S</sup>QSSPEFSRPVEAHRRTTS  
.....332  
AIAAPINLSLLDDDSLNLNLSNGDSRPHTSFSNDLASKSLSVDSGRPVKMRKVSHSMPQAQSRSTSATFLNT  
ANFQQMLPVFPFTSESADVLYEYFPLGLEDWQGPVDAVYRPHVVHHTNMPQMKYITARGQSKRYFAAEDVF

**Ser9 (in response to ionizing radiation in human p53): absent in *A. nidulans***  
**Ser15 (G1-S cell cycle checkpoint, apoptosis in human p53): absent in *A. nidulans***  
**Ser18 (glucose homeostasis in human p53): present in *A. nidulans***  
**Ser46 (apoptosis in human p53): present in *A. nidulans***

**Table S1 Primers used in this study**

| Primers                | Sequence                                                |
|------------------------|---------------------------------------------------------|
| 5' UTR XprG pRS426 fw  | 5'-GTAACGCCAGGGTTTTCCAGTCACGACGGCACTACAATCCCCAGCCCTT-3' |
| 5' UTR XprG pyrG rv    | 5'-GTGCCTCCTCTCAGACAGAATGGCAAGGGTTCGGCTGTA-3'           |
| pyrG alcA fw           | 5'-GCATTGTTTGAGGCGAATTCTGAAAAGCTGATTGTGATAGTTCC-3'      |
| pyrG alcA fw           | 5'-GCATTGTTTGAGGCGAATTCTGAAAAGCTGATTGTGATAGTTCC-3'      |
| alcA orf XprG fw       | 5'-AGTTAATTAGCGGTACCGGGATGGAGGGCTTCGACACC-3')           |
| pMCB17 alcA rv primers | 5'-CCCGGTACCGCTAATTAAC-3'                               |
| pRS426 orf XprG rv     | 5'-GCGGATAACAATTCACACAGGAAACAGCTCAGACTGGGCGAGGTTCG-3'   |
| TubC Fw                | ATGCCGTCGCCGAAAG                                        |
| TubC Rv                | CATTCGGACGAGACATTC                                      |
| XprG Fw                | CGGCTGATCTGGAAAAGATTTCGC                                |
| XprG Rv                | AAATGCTCCGCCTCAGCAAG                                    |

**Tables S2-S4** are available for download as Excel files at <http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.113.008607/-/DC1>.

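Table S2 sorts genes by whether the one-class t-test called a response in 1 strain or in both. Its columns for responses of 1 strain hold 844 and 574 genes up and 936 and 366 genes down by the paper's count, for the wild-type and *ΔatmA* strains. With the same test on the deposited log2 ratios, 821 and 548 of the genes up and 904 and 349 of the genes down fell in the same class. A gene is placed in such a column by its p in each strain and not by a test of the difference between them.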

**Table S2** The list of *A. nidulans* genes significantly modulated upon carbon starvation ( $p < 0.001$ ) in either the wild-type,  $\Delta atmA$  or both strains.

**Table S3** Distribution of the genes in the subclusters of the hierarchical clustering.

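Table S3 gives a cluster and mean log2 ratios of each strain at 12 hr and 24 hr for 894 genes by the paper's count. Its wild-type values listed for 12 hr differ from the arrays' mean over both time points by a median of 0.00212, and from the mean of the 12 hr arrays by a median of 0.018. The *ΔatmA* values are exactly 0 for 859 of the genes in the table. In the arrays, 805 of these (93.7%) had a mean log2 ratio in *ΔatmA* with the sign of the wild-type response, and 714 (83.1%) had a response called by limma in the wild-type direction. A difference between the strains was called for 431 (50.2%), and the median of the *ΔatmA* ratio over the wild-type ratio was 0.873.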

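Table S4 lists, for each term, the genes behind an overrepresentation test that was run separately on the genes called in each strain. The available copy holds 169 terms, and 20 of its lists of genes are incomplete. The test asks whether a term is frequent among the genes called in 1 strain, and a term found in 1 strain only was not tested for a difference between strains. Among the 98 different complete lists, limma's fry called 25 higher and 3 lower in *ΔatmA*. Of the 46 lists from the *ΔatmA* terms it called 24 higher and 0 lower, and of the 52 from the wild-type terms 1 and 3. As the genes were listed for their calls on these arrays, the excess of higher lists follows the origin of the lists. Over all 98, camera called 13 higher and 1 lower with the preset correlation, and 0 and 0 with the estimated correlation. The estimated correlation gave 1 list an unadjusted p under 0.05.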

**Table S4** The overrepresented GO terms (Fisher's exact test,  $p < 0.05$ ) in the list of genes significantly modulated in the wild-type (WT) and  $\Delta atmA$  strains in response to carbon starvation.

# Supplementary material for: The Aspergillus nidulans ATM Kinase Regulates Mitochondrial Function, Glucose Uptake and the Carbon Starvation Response
**Source:** G3 (Bethesda). 2013 Nov 5;4(1):49–62. doi: 10.1534/g3.113.008607
**Supplement:** Supporting Information

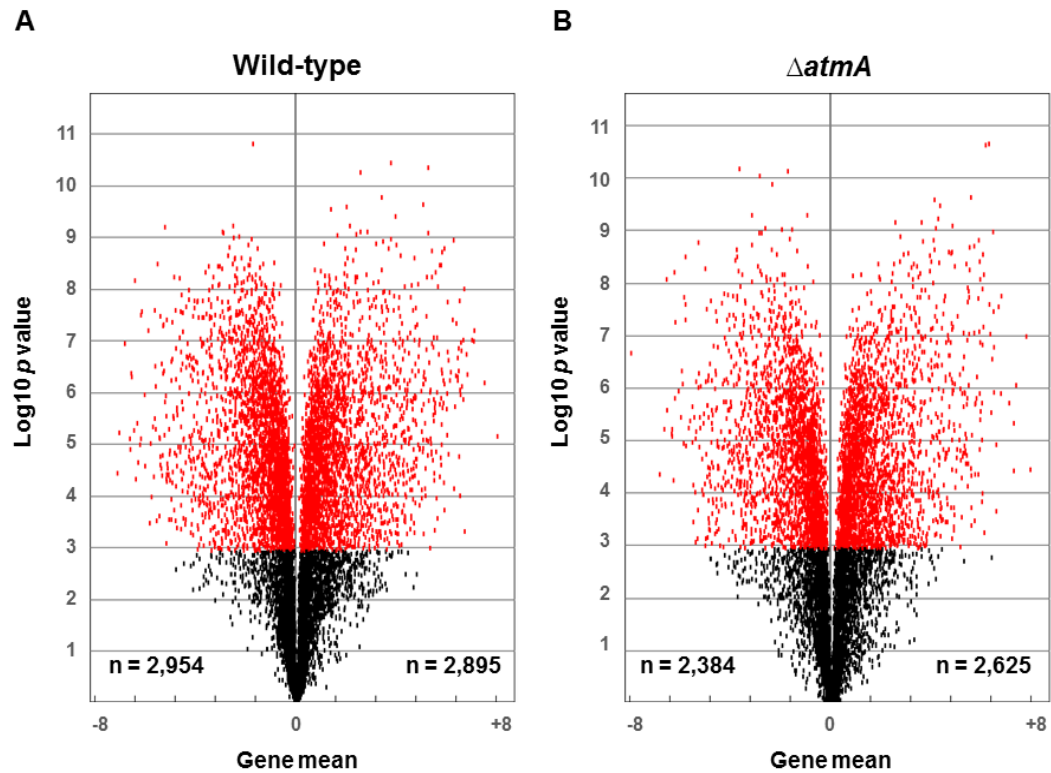

**Figure S1** Comparison of the genome-wide transcriptional profile post transfer from glucose containing media (represented by a gene mean of zero) to carbon starvation ( $\log_2$  fold change). **A)** Wild-type response. **B)**  $\Delta atmA$  response. Red dots indicate genes with significant modulation in expression post starvation. N = number of gene significantly induced or repressed in a particular strain.

# Supplementary material for: The Aspergillus nidulans ATM Kinase Regulates Mitochondrial Function, Glucose Uptake and the Carbon Starvation Response
**Source:** G3 (Bethesda). 2013 Nov 5;4(1):49–62. doi: 10.1534/g3.113.008607
**Supplement:** Supporting Information

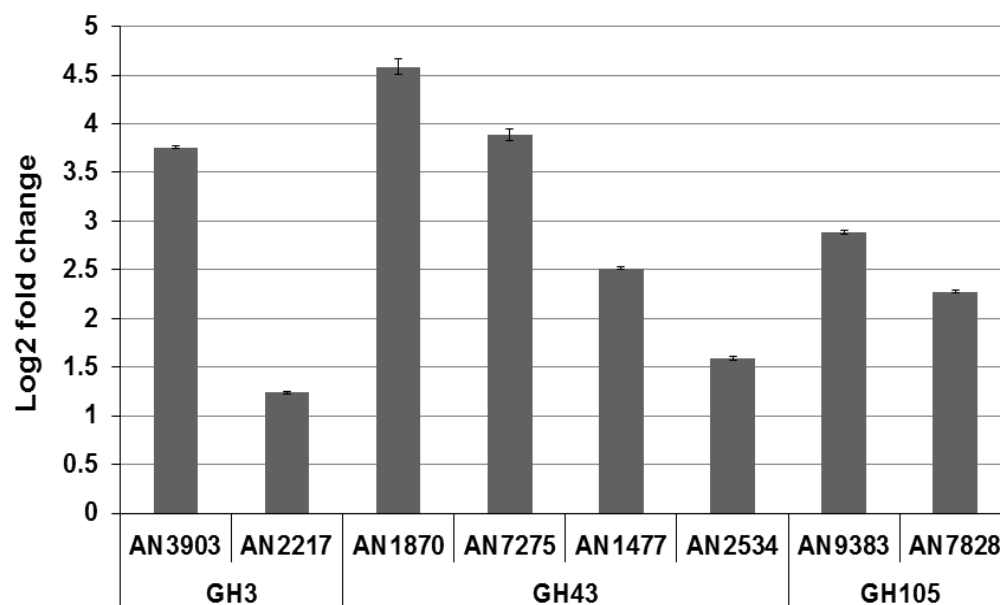

**Figure S2** The absence of a starvation-induced increase in hydrolase transcription in the  $\Delta atmA$  strain. Mean log2 fold change in gene expression in the wild-type strain post 12 and 24 h carbon starvation, organised according to CAZy classification. Note that no significant induction of these genes was observed in  $\Delta atmA$  strain.

# Supplementary material for: The Aspergillus nidulans ATM Kinase Regulates Mitochondrial Function, Glucose Uptake and the Carbon Starvation Response
**Source:** G3 (Bethesda). 2013 Nov 5;4(1):49–62. doi: 10.1534/g3.113.008607
**Supplement:** Supporting Information

# File S1

## Comparison between the phosphorylation sites of human p53 and *A. nidulans* XprG.

Homo sapiens (p53) 393aa [pI 6.37; Mw 43683.16 Da-Expasy Compute pI/Mw tool]

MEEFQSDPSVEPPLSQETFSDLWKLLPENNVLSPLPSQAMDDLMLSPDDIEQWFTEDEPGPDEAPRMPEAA  
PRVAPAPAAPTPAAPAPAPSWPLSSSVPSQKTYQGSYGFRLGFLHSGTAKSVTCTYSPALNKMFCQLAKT  
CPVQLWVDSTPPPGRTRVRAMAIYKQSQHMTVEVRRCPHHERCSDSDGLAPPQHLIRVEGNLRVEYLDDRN  
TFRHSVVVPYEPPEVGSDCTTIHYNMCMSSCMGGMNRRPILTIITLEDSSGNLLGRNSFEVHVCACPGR  
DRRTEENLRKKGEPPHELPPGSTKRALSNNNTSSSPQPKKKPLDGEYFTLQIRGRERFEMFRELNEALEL  
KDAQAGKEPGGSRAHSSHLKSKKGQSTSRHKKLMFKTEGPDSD

Aspergillus nidulans (XprG) 490aa [pI 9.36; Mw 52839.41 Da-Expasy Compute pI/Mw tool]

.....18.....46  
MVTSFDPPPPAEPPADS<sup>S</sup>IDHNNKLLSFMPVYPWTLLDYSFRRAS<sup>S</sup>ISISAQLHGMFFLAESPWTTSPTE  
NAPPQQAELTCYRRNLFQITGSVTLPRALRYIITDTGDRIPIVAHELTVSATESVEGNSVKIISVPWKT  
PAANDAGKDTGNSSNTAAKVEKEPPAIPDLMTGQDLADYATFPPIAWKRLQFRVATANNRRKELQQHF  
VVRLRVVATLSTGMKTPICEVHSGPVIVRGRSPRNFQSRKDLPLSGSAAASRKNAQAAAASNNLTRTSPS  
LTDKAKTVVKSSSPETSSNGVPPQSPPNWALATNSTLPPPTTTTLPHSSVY<sup>S</sup>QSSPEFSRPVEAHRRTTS  
.....332  
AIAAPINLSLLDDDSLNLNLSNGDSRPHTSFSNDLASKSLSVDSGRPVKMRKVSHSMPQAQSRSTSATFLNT  
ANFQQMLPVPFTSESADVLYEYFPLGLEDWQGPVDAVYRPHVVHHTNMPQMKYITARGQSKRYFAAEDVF

**Ser9 (in response to ionizing radiation in human p53): absent in *A. nidulans***  
**Ser15 (G1-S cell cycle checkpoint, apoptosis in human p53): absent in *A. nidulans***  
**Ser18 (glucose homeostasis in human p53): present in *A. nidulans***  
**Ser46 (apoptosis in human p53): present in *A. nidulans***

# Supplementary material for: The Aspergillus nidulans ATM Kinase Regulates Mitochondrial Function, Glucose Uptake and the Carbon Starvation Response
**Source:** G3 (Bethesda). 2013 Nov 5;4(1):49–62. doi: 10.1534/g3.113.008607
**Supplement:** Supporting Information

**Table S1 Primers used in this study**

| Primers                | Sequence                                                 |
|------------------------|----------------------------------------------------------|
| 5' UTR XprG pRS426 fw  | 5'-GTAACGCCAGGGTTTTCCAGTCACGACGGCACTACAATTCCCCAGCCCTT-3' |
| 5' UTR XprG pyrG rv    | 5'-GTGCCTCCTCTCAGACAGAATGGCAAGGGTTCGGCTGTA-3'            |
| pyrG alcA fw           | 5'-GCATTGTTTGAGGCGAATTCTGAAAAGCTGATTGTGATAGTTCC-3'       |
| pyrG alcA fw           | 5'-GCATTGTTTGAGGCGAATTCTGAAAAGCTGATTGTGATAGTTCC-3'       |
| alcA orf XprG fw       | 5'-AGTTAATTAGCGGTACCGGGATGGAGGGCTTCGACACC-3')            |
| pMCB17 alcA rv primers | 5'-CCCGGTACCGCTAATTAAC-3'                                |
| pRS426 orf XprG rv     | 5'-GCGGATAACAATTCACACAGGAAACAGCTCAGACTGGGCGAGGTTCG-3'    |
| TubC Fw                | ATGCCGTCGCCGAAAG                                         |
| TubC Rv                | CATTCGGACGAGACATTC                                       |
| XprG Fw                | CGGCTGATCTGGAAAAGATTTCGC                                 |
| XprG Rv                | AAATGCTCCGCCTCAGCAAG                                     |

**Tables S2-S4** are available for download as Excel files at <http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.113.008607/-/DC1>.

**Table S2** The list of *A. nidulans* genes significantly modulated upon carbon starvation ( $p < 0.001$ ) in either the wild-type,  $\Delta atmA$  or both strains.

**Table S3** Distribution of the genes in the subclusters of the hierarchical clustering.

**Table S4** The overrepresented GO terms (Fisher's exact test,  $p < 0.05$ ) in the list of genes significantly modulated in the wild-type (WT) and  $\Delta atmA$  strains in response to carbon starvation.

How the deposited data were processed for this re-analysis (not part of the article)

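RNA of strains labelled as wild-type, *ΔatmA* and ΔxprG was measured on 18 Agilent arrays read in both colors. There were 3 replicate cultures per strain after 12 hr and 24 hr of carbon starvation. Each array carried a starved culture, labeled with Cy5, and the 0 hr culture of the same strain, labeled with Cy3. The samples were grouped by the genotype, time point and replicate number in their labels. As strain or background, the labels give R21 for the wild-type strain, as in Table 1, but TNO2a3 for *ΔatmA* and MH3018 for ΔxprG, where Table 1 has ACS16 and MK414, so that differences between strains can include differences in background. The paper reports on the wild-type and *ΔatmA* strains, and the arrays labelled ΔxprG enter only the closing section.

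The authors deposited, for each array, the intensity of every spot in both channels as read by the Feature Extraction software, raw and after background subtraction, spatial detrending and linear lowess dye normalization. Signals under the software's floor had been replaced by a surrogate value, and no spots had been removed. The deposited log10 ratio of each spot is the ratio of these processed signals, and it had been set to 0 where both channels held a surrogate or where the surrogate exceeded the measured channel. The authors also deposited a table of log2 ratios of the same spots, which equals the log2 ratio of the processed signals, with Cy5 over Cy3. The arrays hold 45220 spots, of which 1417 are controls, and 11143 genes with 1 probe each. The RefSeq table, of assembly ASM1142v1, matched 10443 of these genes by locus tag, gave symbols for 774, and was used only for symbols.

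The log2 ratio of the processed signals was computed per spot and averaged over the spots of a gene in R 4.3.3 with data.table 1.17.8. Control spots and spots with an outlier flag were left out, saturated spots were kept, and no further normalization, filter or floor was applied. Models were fitted with limma 3.58.1 (lmFit and eBayes) on the 12 arrays of the wild-type and *ΔatmA* strains, with 1 mean per strain for responses and differences, and 1 mean per strain and time point for the comparison of 24 hr with 12 hr. Responses were called at an unadjusted p under 0.001. The methods' text gives a level of 0.01, which was tried as an alternative. Differences were called at an adjusted p under 0.05 after Benjamini-Hochberg adjustment over all genes. The contrast of the time effects of the strains was added after the data were seen. All 18 arrays share the fit for the responses and differences of the arrays labelled ΔxprG. The 0 hr and starved levels of the strains were compared per channel after loess and Aquantile normalization, which is open to dye bias.

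The rule for the genes named was fixed before the data were examined, and genes named outside it are marked where they appear. It takes the genes that the paper names with an identifier in its text or Figure S2, the other genes of the TOR signaling list, the deleted genes, the genes of autophagy and signaling that a table pairs with an identifier, and the 5 largest positive and 5 largest negative differences. These last had to be called, with all arrays of 1 strain above all arrays of the other, and well above background in both channels on at least 4 arrays of each strain. Of 8 gene symbols looked up in RefSeq, those of *atmA*, *schA*, *creA* and *atgA* were found, and those of *atgH*, *snfA*, *uvsB* and *alcA* were not. Gene lists came from Table S4, of which 98 different complete lists with at least 5 genes were tested, and from 12 lists of gene symbols. The lists by symbol were written after the RefSeq table was seen to hold no descriptions and before any gene's value was seen. Another 19 lists by words in descriptions, planned at the start, could not be made for that reason. Lists were tested with limma's fry, and with camera at a preset correlation of 0.01 and at an estimated one, with adjustment over the lists of a family.

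The alternatives, set before the data were examined, were normexp background correction (offset 50) with loess, the deposited table of log2 ratios, centring of each array on its median, a filter on dim genes, outlier spots kept, the median of spots, the methods' t-test at p under 0.001, under 0.01 and after adjustment, limma at other levels, a 2-fold minimum, the slide as a block, the replicate number as a block, the average of the time points, 12 hr or 24 hr arrays alone, other sets of arrays in the fit, each replicate left out in turn, and other normalizations of the Cy3 channel. Chosen after seeing the data were the software's own log10 ratios, array weights, the array of *ΔatmA* at 12 hr, replicate 2, left out, and a shift of each array to a common median of 10 spike-in control probes. The filter on dim genes kept 8328 genes (74.7%) with a share of at least 0.5 of their spots well above background in a channel on at least 4 of 6 arrays of each strain.

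Replicate numbers were checked for pairing by the correlation across genes of the deviations from the group means. Between 12 hr and 24 hr in the wild-type strain, the arrays of the same number had correlations of 0.591, 0.421 and 0.377, so that the numbers pair these arrays, and the origin of the pairing is not given in the labels. The time points of the arrays labelled ΔxprG had 0.315, 0.331 and 0.0394. No pair of groups among all 18 arrays, other than the time points of the wild-type strain, had correlations above 0.1 for all 3 numbers.

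The fits were tested on simulated data made from 11101 genes of these arrays, with 200 genes changed by 0.5 or by 1 on the log2 scale. For changes of 1, the fit recovered 97% of wild-type responses and 85% of differences between *ΔatmA* and the wild-type strain. Of differences between the arrays labelled ΔxprG and the wild-type strain it recovered 84%. Of changes between the time points it recovered 68% in the wild-type strain and 75% in *ΔatmA*. It recovered 39% of differences between the time effects of these strains and 84% of differences in their 0 hr level. Between 2 and 9 unchanged genes were called in each comparison. Fry found 100% of 20 lists of 15 genes shifted by 0.5, and called 1 unchanged list. There the genes varied independently and moved alike within a list, so that correlated genes and smaller or mixed differences are not covered. The arrays give no counts, and their number and the share of spots above background limit the precision.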

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

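Of the tests given here, the spike-in shift on the arrays labelled ΔxprG, the slopes below the median brightness and those of the *ΔatmA* array and of the wild-type arrays on their own, the means of single clusters, the wild-type arrays parted by number, the shift of each array to a common spike-in median and the array left out were chosen after the result they bear on was seen, as was the comparison of time effects between the strains. Groups of 6 arrays were searched for an array far from the others with Dixon's test. Of 107 groups 8 had such a value, where chance gives about 5%, and 6 of these 8 belonged to a single array.

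That array, *ΔatmA* at 12 hr, replicate 2, had a mean correlation of 0.861 with the other arrays of its strain, which had 0.924 to 0.932. The SD of its log2 ratios was 1.25, against 1.51 to 1.62 on the others. Of its spots, 90.1% were well above background in Cy5, against 70.8% to 77.2%, and 5.23% had an outlier flag, against 3.18% to 3.62%. The log2 ratio of AN1335 on it was −0.30, against −0.17 to −0.11, and that of AN1477 was 0.94, against 3.07 to 3.60. Both wild-type arrays of replicate 1 also had more spots above background in Cy5, so that the lowest share among these 3 arrays was 89.3% and the highest among the other 15 was 78.8%. The wild-type array at 12 hr, replicate 1, also stood apart in Cy3, with 82.4% of its spots well above background against 67.7% to 71.2%. A candidate explanation is Cy5 signal on the spots of silent genes, which would compress ratios of dim genes and leave bright genes alone. Against the other arrays of their strain and time point, the 3 arrays had a mean slope of 0.847 over all genes, of 0.976 in the upper quartile of genes by brightness, where the other arrays had 1.01 with an SD of 0.0257. In the quartile just below the median brightness the slopes of the 3 arrays were 0.65 to 0.864, against 0.976 to 1.30 on the other 15. At most 2.63% of their spots were at the floor in both channels, against at least 10.6% on the others. In the lowest quartile the 3 arrays went both ways, with 0.58, 0.85 and 1.44, and the others ranged from 0.777 to 1.37, so that this quartile decides nothing for the 3 together. On the wild-type arrays of replicate 1 alone, the mean slope was 0.714 in the lowest quartile, against 1.12 to 1.37 on the other wild-type arrays, and 1.01 in the upper quartile, so that there the signal remains a candidate. On the *ΔatmA* array the slope rose with brightness from 0.65 to 0.82 and 0.91 over the upper 3 quartiles, as this signal predicts, and such signal may account for part of the compression. Among the brightest 10% of genes its slope was 0.94, below the 0.97 to 1.04 of the other 15, which argues against the signal as the whole cause there. What else lowered its ratios, such as a weaker starvation of that culture or a mix of RNA, was not tested.

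On an array labelled ΔxprG, 12 hr replicate 1, 3.66% of spots had an outlier flag, against 3.18% to 3.27% on the others of that label. No explanation was tested. With outlier spots kept on all arrays, 2181 genes were higher and 1931 lower in *ΔatmA* than in the wild-type strain, against 2179 and 1931 without them.

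The time effect differed between the strains for 1068 genes, with the change from 12 hr to 24 hr higher in *ΔatmA* for 548 and lower for 520 (limma, adjusted p under 0.05). Of 100 drawn splits of the arrays into time points, 2 gave as many calls, the real one included. The other of them exchanged the time points in *ΔatmA* only, with 1989 calls, and the remaining splits gave at most 421, which argues against chance. These draws treated the paired wild-type arrays as independent. For 24 hr against 12 hr within a strain, the real split was the only one of 10 with as many calls in either strain, and 10 splits are too few to exclude chance. In the wild-type strain the replicate numbers pair the arrays, and 3 pairs leave fewer splits still. The array of *ΔatmA* at 12 hr, replicate 2, enters this comparison. In the genes of C1, C4 and C5, whose mean log2 ratio in *ΔatmA* was 2.56 at 12 hr and 2.94 at 24 hr, leaving it out raised the mean at 12 hr to 2.81, still below the lowest 24 hr array at 2.87. The clusters differed in this. Without the array, the mean of C4 at 12 hr was 3.40 and that of C5 1.88, within the ranges of the 24 hr arrays of 3.38 to 3.52 and 1.87 to 1.96. For C4 and C5 the array may therefore account for the difference. The mean of C1 was 4.69, below the lowest 24 hr array at 5.13, so that the array is not the whole cause for C1. The mean of C2, a cluster of repressed genes, was −1.33 at 12 hr and −2.38 at 24 hr in *ΔatmA*. Its other 12 hr arrays were at −1.55 and −1.46, against −2.43 to −2.32 at 24 hr. The array is therefore not the whole cause for C2 either. Without replicate 2 of *ΔatmA*, 324 genes were higher and 466 lower. A biological difference in the timing of the response remains open, as does a difference between slides, as the 12 hr arrays of each strain lay on 1 slide that also held part of its 24 hr arrays. With the slide as a random block, 770 genes were higher and 638 lower.

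A difference between *ΔatmA* and the wild-type strain was called for 4110 genes. The real split was the only one of 100 drawn splits of the 12 arrays with as many calls, the next having 660, which argues against chance. The draws treated the paired wild-type arrays as independent. With the 12 hr and 24 hr arrays of each replicate number averaged first, which counts each pair once, 2268 genes were higher and 2022 lower in *ΔatmA*. The scanning day cannot be told apart from the strain, as all *ΔatmA* arrays were scanned on a different day than the wild-type arrays. The labels also name other strains or backgrounds for *ΔatmA* and ΔxprG than the paper's Table 1, so that a difference in strain background stays open beside the deletion, and it was not tested. The 10 spike-in control probes shifted by a median of −0.62 on the log2 scale between the strains (range −0.93 to 0.11), which is as large as the median size of 0.59 of the called differences. The arrays labelled ΔxprG were scanned on the day of the wild-type arrays and showed a shift of −0.59 against them, which argues against the day as the whole cause of the shift. On slide 2, which held arrays of both labels, the mean of the array medians of the spike-ins was 0.19 for the wild-type strain and −0.20 for ΔxprG. With each array shifted to a common spike-in median, 7856 genes were higher and 350 lower in *ΔatmA*, a share of 95.7% higher against 53% without the shift. Differences between the strains are therefore relative to the balance of the dyes on each array, and the split of higher against lower calls depends on it.

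The arrays labelled ΔxprG were not reported in the paper's transcriptome section. Starvation raised 3924 and lowered 3806 genes on them (limma), and no other of 32 choices of sign of the arrays gave as many calls, 1 of 32 with the real one, so that chance can be excluded. The same holds for the response of *ΔatmA*, 1 of 32. The response of the wild-type strain also gave 1 of 32. Its replicate numbers pair the arrays, which leaves fewer independent choices of sign, so that this test cannot exclude chance there. A difference from the wild-type strain was called for 5185 genes, and 1 of 100 drawn splits, the real one, gave as many. With the slide as a fixed block, 1589 genes were higher and 1406 lower. Of the 2492 genes with both differences called, 2006 (80.5%) had the same direction in *ΔatmA* and on the arrays labelled ΔxprG. Both comparisons use the same wild-type arrays, which raises this share with no effect as well. In 20 simulations with no effect, the largest number of genes called in the same direction was 0, against 2006 here. The share that would arise without effect was not computed. The correlation of the differences across genes was 0.476, and simulations with no effect on the shared wild-type arrays gave 0.496. When different wild-type arrays entered the comparisons, the correlation was at least 0.286, with a median of 0.422, and with the wild-type arrays parted by replicate number, so that no pair of a number was parted, at least 0.265, which argues against chance values of the shared arrays as the whole cause. A property shared by all wild-type arrays, such as their slides or their strain background, is not excluded by this and stays open beside a response common to both mutants. The signal of *xprG* itself (AN1414) was well above background on 6 of 6 of these arrays in both channels, 2.6-fold lower than in the wild-type strain at 0 hr and 4.81-fold lower after starvation. The files do not say which part of the gene the deletion removed, and for this reason the arrays are named by their label.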

How the results depend on the processing

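Of the settings given here, the shift to a common spike-in median, the array of *ΔatmA* at 12 hr, replicate 2, left out, the software's own log ratios and array weights were chosen after the data were seen, as were the comparison of time effects and the lists by gene symbol, and the other choices were made before the data were examined. Another 19 gene lists by words in descriptions could not be made and were not run.

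Over 51 counts, means and correlations, 980 values under an alternative stayed within 1.5 times the count or within the spread of the arrays, 80 moved further and 0 changed direction. Over 129 values of single genes and lists, 2459 kept their direction and their side of the threshold, 86 lost a call, 64 gained one and 1 turned to a called difference the other way. That one is AN1477, with −0.38 under normexp background correction in place of 0.34, and the cause was not tested. The deposited table of log2 ratios and outlier spots kept changed the direction or the call of 0 of the 129. The 12 hr arrays alone lost the most calls, 23, and normexp changed the most outside the choice of arrays, with 3 lost and 12 gained. The Pearson correlation of the time points ranged from 0.952 to 0.969 in the wild-type strain and from 0.909 to 0.943 in *ΔatmA*.

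The 12 hr arrays alone halve the arrays per strain, and most counts fell, for which the cause was not tested. They called 2352 genes up in the wild-type strain, 2264 in *ΔatmA* and 1691 in both. They called 1343 genes higher and 1257 lower in *ΔatmA*, with 78 genes in C3, 31 in C4 and 66 in C5. Of the genes with 0 in Table S3, 262 had a called difference, and of the *ΔatmA*-specific up column of Table S2, 221. From these arrays 1 hydrolase of Figure S2 was lower in *ΔatmA*, 1 list of Table S4 was higher and 0 were lower. Lists by gene symbol called lower rose from 1 to 2, and the cause was not tested. The 24 hr arrays alone called 53 lists of Table S4 higher and 7 lower, where all arrays called 25 and 3. With as few arrays, they called 2567 genes higher and 2160 lower in *ΔatmA*, against 2179 and 1931 with all arrays. Their called responses fell, as with 3244 genes up in the wild-type strain against 3570.

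Normexp background correction with loess moved the cluster means in *ΔatmA* toward 0, to 2.93 for C1, −0.93 for C2, 0.52 for C3, 1.73 for C4, 1.00 for C5 and −0.24 for C6. As it adds an offset of 50 to both channels, ratios of dim genes shrink by construction. It called a difference for 43 genes of C1 and 85 of C4, called 6 hydrolases of Figure S2 and 24 lists of Table S4 lower in *ΔatmA*, and called 904 genes higher at 24 hr in the wild-type strain, for which the cause was not tested. Centring each array on its median gave a mean of −0.39 for C6 and 1 list of Table S4 lower. It called 340 genes higher and 392 lower at 24 hr in the wild-type strain, 606 higher in *ΔatmA*, and a higher time effect in *ΔatmA* for 307 genes, and the cause was not tested. The filter on dim genes gave 483 genes up in the wild-type strain only, a mean of −0.36 for C6 and 2 lists by gene symbol lower, where fewer genes were tested.

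With the methods' t-test after adjustment, 1145 genes were down in the wild-type strain only. As a plain test between strains at p under 0.001, it called 1287 genes higher and 970 lower in *ΔatmA*, and 1629 higher and 1434 lower on the arrays labelled ΔxprG. Of called differences, 433 higher and 554 lower in *ΔatmA* were at least 2-fold, a share of 43.9% higher against 53% of all called differences, and on the arrays labelled ΔxprG 916 and 568. With the slide as a fixed block, 1589 genes were higher and 1406 lower on the arrays labelled ΔxprG than in the wild-type strain, which share 1 slide. Camera with the preset correlation called 13 lists of Table S4 higher and 1 lower, and 1 list by gene symbol higher and 1 lower. With the estimated correlation it called 0 and 0 lists of Table S4 and 0 and 0 by gene symbol, where an unadjusted p under 0.05 was given to 1 and 2 lists. The shift to a common spike-in median called 7856 genes higher and 350 lower in *ΔatmA* and 7406 higher and 462 lower on the arrays labelled ΔxprG, as it moves all genes of an array alike.

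Leaving out a replicate of either strain, with both of its arrays, gave 493 to 966 genes up in the wild-type strain only, and 19 to 48 lists of Table S4 higher in *ΔatmA*. The 48 came without replicate 2 of *ΔatmA*, and leaving out only its 12 hr array also gave 48. The comparison of the time points gave 167 to 631 genes higher and 225 to 779 lower at 24 hr in the wild-type strain and 373 to 745 higher and 491 to 707 lower in *ΔatmA*. The time effect was higher in *ΔatmA* for 207 to 454 genes and lower for 328 to 466. Each of these fits has fewer arrays.

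With the replicate number as a block, 2073 genes were higher and 1785 lower in *ΔatmA*, and at 24 hr 539 were higher and 635 lower in the wild-type strain, the comparison in which the numbers pair the arrays. Between the strains the numbers do not pair them, with correlations of deviations from −0.517 to 0.384. The block changed no call among the 129 values and no count by over 1.5 times.

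Signal over background limits the dim genes. Of the genes called up, 427 in the wild-type strain and 470 in *ΔatmA* had no 0 hr signal well above background, and of those called down, 53 and 86 had no starved signal well above background, so that the size of these ratios is not measured. Among the wild-type calls, 41 were of genes with no array well above background in either channel, and among those of *ΔatmA* 36. In Cy3 between 62.6% and 82.4% of the spots per array were well above background in the wild-type strain and *ΔatmA*.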

Differences from the paper's values

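For the clusters of Figure 4, Table S3 gives mean log2 ratios in *ΔatmA* that differ from those of the arrays. The paper's mean is 0 for C1, where the arrays gave 4.79, −0.28 for C2 against −1.85, −0.001652 for C3 against 0.76, 0 for C4 against 3.27, 0 for C5 against 1.81 and −0.22 for C6 against −0.46. For C6, normexp background correction gave −0.24, within the paper's value. For C1 to C5 the values differed from the paper's under every alternative set before the data were examined. In the wild-type strain the paper's mean for C6 is −0.627 and the arrays gave −0.68. There, centring each array on its median gave −0.626, and 27 genes of Table S3 have 0 for the wild-type strain.

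The paper states a correlation of the time points above a bound in both strains. In *ΔatmA* the correlation was 0.926, and the highest under any alternative was 0.943, with normexp. In the wild-type strain it was 0.958.

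Figure S2 states that its genes were not significantly induced in *ΔatmA*. Of the 8 genes, 6 were called up in *ΔatmA* by limma, and by the methods' t-test AN3903, AN1870, AN7275, AN1477, AN2534 and AN9383 had p under 0.001 there as well. In Table S2, AN3903, AN1870, AN7275, AN1477 and AN9383 are listed by the paper as up in both strains.

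The paper describes most of the differences between strains as a missing response in *ΔatmA*, mostly of induction. Of 4110 called differences, 967 (23.5%) were a response called in the wild-type strain and not in *ΔatmA*, and 54% of these were inductions. By the methods' t-test, as in Figure 3, the responses of the wild-type strain only were 857 up and 939 down, and those of *ΔatmA* only were 568 up and 379 down.

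The paper lists AN0120 and AN0504 among the genes of a wild-type-specific induction. The arrays gave AN0120 a called induction in both strains with no called difference (−0.03), and AN0504 a stronger induction in *ΔatmA* (0.19). In Table S2 both are listed by the paper as up in both strains. AN8035, also listed, was called up in both strains by limma. The methods' t-test called it up in the wild-type strain only.

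For the terms given as specific to the wild-type strain, TOR signaling, actin cytoskeleton and asexual reproduction had no called difference by limma's fry (adjusted p = 0.188, 0.187 and 0.445). Normexp background correction called all of these lists lower in *ΔatmA*. Of the 124 genes of the complete lists of Table 3A, 101 (81.5%) were called up in *ΔatmA* too, and the paper's Table S2 lists 82 (66.1%) as up in both strains. For the terms given as specific to *ΔatmA*, secretion, the CVT pathway, pre-autophagosomal structures and fatty acid oxidation had no called difference (limma's fry, adjusted p = 0.218, 0.801, 0.687 and 0.651). The 24 hr arrays alone, *ΔatmA* without replicate 2, and its array of 12 hr, replicate 2, left out, which was chosen after seeing the values, called secretion higher in *ΔatmA*. Normexp called fatty acid oxidation lower. Of the 158 genes of Table 4A, 130 (82.3%) were called up in the wild-type strain too, and the paper's Table S2 lists 115 (72.8%) as up in both strains. For CVT and pre-autophagosomal structures none of the settings run called a difference.

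The use of polysaccharides and fatty acids is described as a wild-type induction missing in *ΔatmA*. All 29 genes of polysaccharide metabolism were called up in the wild-type strain and 26 in *ΔatmA*, and their mean was higher in *ΔatmA* by 0.24, which limma's fry did not call. For fatty acids, limma's fry called the wild-type lists of fatty acid beta-oxidation (−0.31) and lipid modification (−0.22) lower in *ΔatmA*, the paper's direction. Camera with the preset correlation called neither (adjusted p = 0.155 and 0.129). Fry did not call the wild-type list of fatty acid catabolism (−0.08, adjusted p = 0.445). For beta-oxidation, 6 of 6 genes were called up in each strain. For lipid modification, 10 of 11 were called up in the wild-type strain and 11 in *ΔatmA*. Beside a fall of mitochondrial functions in both strains, the paper describes a fall of respiratory chain and heme synthesis terms as specific to *ΔatmA*. The genes of those terms are not in the available copy, and of 14 genes of respiration, heme synthesis and the tricarboxylic acid cycle found by symbol, 14 were called down in the wild-type strain and 13 in *ΔatmA*. The paper describes protease transcription as a class as not increased in *ΔatmA*. The 5 genes taken as secreted proteases by symbol alone were higher by 0.28 by limma's fry, and camera did not call them. Without descriptions, their function was not checked.

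The paper's numbers of genes up and down after starvation lay within 1.5 times those of limma. The methods' t-test at p under 0.001 on the deposited ratios gave 2900 up and 2959 down in the wild-type strain and 2611 up and 2399 down in *ΔatmA*, where the paper's numbers are 2895, 2954, 2625 and 2384.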

Other observations

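Of the tests given here, the count of genes of Table S3 that pass the methods' t-test was chosen after the zeros were seen.

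The strain-specific columns of Table S2 are made from the calls in each strain, so that a response just under the threshold in the other strain could place a gene there. Of 2720 genes, 57.5% had a called difference between the strains in the direction of their column. Of all genes on the arrays, 36.9% had a called difference in either direction. The columns were chosen on these same arrays, which raises their share, so that it is not independent evidence. As the differences were adjusted over all genes, it still argues against a near miss as the cause for all of the 2720. For the 41.6% with no called difference this explanation stays open.

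Of the 859 genes of Table S3 with values of exactly 0 in *ΔatmA*, 93.7% moved the wild-type way on the *ΔatmA* arrays. That alone could come from responses under the threshold being set to 0 before clustering. By the methods' t-test, however, 549 of the 859 genes (63.9%) had p under 0.001 in *ΔatmA*, so that the threshold does not account for these zeros. For the other 310 genes (36.1%) it remains open. By the paper's Table S2, 312 of the 859 genes (36.3%) are in the wild-type-specific columns, 537 are in the column of genes up in both strains as far as that column can be read, and 547 (63.7%) are in no strain-specific column. In clusters C1 and C4, the share in no strain-specific column was 84.6% and 90.8%, and in C2 and C6 it was 0. The spread that the array of *ΔatmA* at 12 hr, replicate 2, adds to its strain was tested as another cause. Without that array, 557 of the genes passed the methods' t-test, against 446 to 472 without any other *ΔatmA* array. Of the 310 genes, 46 passed without it, and this leaves most of the zeros unexplained by that array.

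For genes that responded in the wild-type strain only, the 0 hr level of *ΔatmA* was tested as a cause. In the wild-type-specific up column of Table S2, the median difference in 0 hr level was 21.4% of the median difference in log2 ratio, and in the wild-type-specific down column it was 37.1%. Most of the difference therefore lay in the starved level, and 0 hr levels may account for the rest. These columns were chosen on the same arrays. In the *ΔatmA*-specific columns the shares were 42.2% for genes up and 69.1% for genes down. At 0 hr, 2034 genes were higher and 2303 lower in *ΔatmA* than in the wild-type strain (limma on the Cy3 channel). The real split was the only one of 100 drawn splits with as many calls, which argues against chance, though the draws treated the paired wild-type arrays as independent. The scanning day cannot be told apart from the strain in this comparison.

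*creA* (AN6195) had a log2 ratio of 0.36 ± 0.216 (SD, n = 6) in the wild-type strain and 1.34 ± 0.212 (SD, n = 6) in *ΔatmA*, a difference of 0.98 (limma, adjusted p = 7.46e-05), up on 6 of 6 arrays of each strain. *schA* (AN4238) had 1.19 ± 0.194 and 0.92 ± 0.309 (SD, n = 6 each; limma, adjusted p = 0.166). AN6838, which the paper's methods use as the control gene of its real-time PCR, fell on all arrays, with −1.36 ± 0.229 and −1.68 ± 0.29 (SD, n = 6 each; limma's adjusted p for the difference, 0.111). RefSeq gives the symbol sitA to AN0504, whereas the paper's order of names and identifiers pairs AN0504 with Tap42 and AN0120 with Sit4.

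Among the gene lists, that of starch metabolism in the *ΔatmA* terms of Table S4, with 7 genes, had means of 0.42 ± 0.187 in the wild-type strain and 2.78 ± 0.49 in *ΔatmA* (SD, n = 6 each; limma's fry, adjusted p = 3.85e-05; camera with the preset correlation, 0.00114). The 15 genes of the proteasome by symbol had 0.10 ± 0.0194 and −0.12 ± 0.0418 (SD, n = 6 each; limma's fry, adjusted p = 4.86e-06), with 9 genes lower in *ΔatmA* and 0 higher. Over 7 cytosolic ribosomal proteins the difference was 0.13, over 9 genes of endoplasmic reticulum to Golgi transport 0.01 and over 6 genes of the actin cytoskeleton 0.09, with adjusted p-values by limma's fry of 0.00226, 0.964 and 0.383. Over 18 genes of asexual reproduction by symbol it was −0.43 (limma's fry, adjusted p = 0.819).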
